# TNF-**α** blockade mitigates immune checkpoint–related nephritis in a humanized mouse model

**DOI:** 10.1172/jci.insight.199694

**Published:** 2026-03-05

**Authors:** Victor D. Cuenca Narvaez, Coraima Nava Chavez, Omar Al Refai, Johanna E.J. Jacobs, Luis E. Gutierrez, Song Zhang, Xiaoyan Li, Jacob B. Hirdler, Michael F. Romero, Joerg Herrmann, Xiaogang Li, Haidong Dong, Alfonso Eirin, Sandra M. Herrmann

**Keywords:** Immunology, Inflammation, Nephrology, Cancer immunotherapy, Cellular immune response, Mouse models

## Abstract

Immune checkpoint inhibitors (ICIs) can cause immune-related adverse events (irAEs), with acute interstitial nephritis (ICI-AIN) being the most common irAE. While the exact mechanism remains unclear, upregulation of IFN-γ and TNF-α pathways has been implicated. This study used a humanized chimeric PD-1/PD-L1 mouse model to assess renal effects of ICIs, alone or combined with proinflammatory cytokines, and to test if selective TNF-α blockade could prevent ICI-AIN. Mice were randomly divided into 4 experimental groups: Control, ICI-Only, ICI-Cytokines (ICI-Cyt), and ICI-Block (ICI-TNF-α blockade). Renal function and cytokine profiles were assessed, while kidney tissue was analyzed using microscopy and single-cell RNA-seq. Histology revealed increased renal infiltration of CD4^+^/CD8^+^ T cells in ICI-treated groups and decreased TNF-α expression following TNF-α blockade. Additionally, kidney tissue ELISA demonstrated reduced IFN-γ levels following TNF-α blockade. Plasma IL-6, MCP-1, and TNF-α were lower in ICI-Block mice. Single-cell RNA-seq revealed shifts in immune cell populations and genes of interest including *Bcl2a1*, *Icos*, *Il18r1*, *Ccr2*, and *Jaml*. This humanized model replicates ICI-AIN key features, revealing a synergistic role of ICIs and proinflammatory cytokines. TNF-α blockade demonstrated protective effects, supporting its potential role in mitigating the risk of ICI-AIN.

## Abstract 2

<style type=”text/css”>a { text-decoration: none; color: #464feb; } tr th, tr td { border: 1px solid #e6e6e6; } tr th { background-color: #f5f5f5; } </style> A humanized mouse model shows that TNF‑α blockade reduces kidney inflammation caused by immune checkpoint inhibitors, suggesting a potential strategy to prevent immune‑related kidney injury.

## Introduction

Immune checkpoint inhibitors (ICI) are a class of anticancer immunotherapies that have significantly improved survival in patients with a wide range of malignancies (1, 2).

These ICIs are monoclonal antibodies that act by blocking immune checkpoints (e.g., programmed cell death protein 1 [PD-1], programmed cell death ligand 1 [PD-L1], and the cytotoxic T lymphocyte antigen 4 [CTLA-4] signaling pathway) (1, 3, 4). This blockade leads to a break of immune tolerance by unleashing quiescent tissue-specific self-reactive T cells, potentially leading to development of immune-related adverse events (irAEs) (1, 5). Acute interstitial nephritis (AIN) is the most common cause of acute kidney injury (AKI) in patients treated for ICI accounting for approximately 90% of cases in the largest published multicenter cohort, with significant implications increasing morbidity and mortality (3, 6–9).

The exact mechanism of ICI-induced AIN (ICI-AIN) remains unclear. Previous studies have shown upregulation of INF-γ and TNF superfamily signatures in kidney biopsies from patients with ICI-AIN compared with non-AIN AKI controls (10–12). The optimal management of ICI-AIN is also uncertain. TNF-α blockade has demonstrated effectiveness in patients with steroid-dependent or refractory ICI-AIN, and as salvage therapy in cases with partial or no kidney recovery, without negatively affecting disease outcomes (7, 13–15). Preventing the development of AKI may decrease healthcare costs and improve survival. However, prevention efforts have been hampered by a lack of understanding of the mechanisms underlying ICI-AIN (5, 16).

In this study, we used a humanized chimeric mouse model to investigate the mechanisms of ICI-AIN and evaluate preventive strategies. We aimed to induce kidney injury through ICI therapy, assess the effect of costimulation with TNF-α and IFN-γ, and examine the therapeutic potential of TNF-α pathway blockade.

## Results

### Systemic characteristics

Demographic characteristics within experimental groups are presented in Table 1. Nephritis status was determined according to histopathological criteria described in detail in the Supplemental Methods (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.199694DS1). In that context, in the ICI-Only group, 66.7% of mice developed nephritis, with a mean inflammation score of 1, consistent with mild nephritis. In contrast, in the ICI-Cyt group, 100% of mice developed a degree of nephritis, with mean inflammation score of 2.1, indicating mild to moderate severity overall. Detailed demographic characteristics by nephritis status and histological evaluation are provided in Supplemental Table 1 and Supplemental Methods.

### Kidney function parameters

Mice in the ICI-Only group exhibited higher plasma creatinine and a trend toward increased BUN compared with controls (*P* = 0.08; Supplemental Figure 1, A and B). The ICI-Cyt group showed significantly higher BUN levels versus controls (Supplemental Figure 1B). When stratified by nephritis status, mice that developed nephritis displayed higher BUN levels compared with those without nephritis and controls (Supplemental Figure 1E). No significant differences were observed in the urine protein/creatinine ratio (UPCR) among experimental groups or between nephritis and nonnephritis mice (Supplemental Figure 1, C and F).

### Inflammatory repertoire

#### Inflammatory immune cell infiltration in kidney tissue.

Glomerular immunofluorescence (IF) analysis revealed a higher number of CD4^+^ cells per glomerulus in the ICI-Cyt group (*P* = 0.03) (Supplemental Figure 2, A and B) while CD8^+^ cells showed an upward trend (*P* = 0.06) in the same group when compared with controls (Supplemental Figure 2, C and D). Tubular analysis demonstrated an increased presence of CD4^+^ cells per medium power field (MPF) in both ICI-Cyt group (*P* = 0.0001), and ICI-Only group (*P* = 0.03) relative to control group (Figure 1, A and B). Similarly, the number of CD8^+^ cells was significantly higher in the ICI-Cyt (*P* = 0.0001) and ICI-Only (*P* = 0.002) groups compared with controls (Figure 1, A and C). When treatment groups were compared, animals receiving concomitant TNF‑α blockade exhibited reduced CD4+ and CD8+ tubular T cell infiltration compared with ICI-treated groups, reaching levels comparable with controls (Figure 2, A and B).

The Nephritis group had significantly higher tubular CD4^+^ (*P* ≤ 0.001), and CD8^+^ (*P* ≤ 0.0001) cells compared with controls (Supplemental Figure 3, C and D). Although there was increased inflammation compared with the ICI-treated Non-Nephritis group, the difference was not statistically significant (Supplemental Figure 3, C and D).

#### Tubular TNF-α expression in kidney tissue.

Both groups treated with ICI therapy, ICI-Cyt and ICI-Only, showed enhanced TNF-α expression in the kidney tissue compared with controls (Figure 3, A and B). When treatment groups were compared, animals receiving concomitant TNF‑α blockade exhibited reduced CD4+ and CD8+ tubular T cell infiltration compared with ICI-treated groups, reaching levels comparable with controls (Figure 2, A and B). Similarly, the Nephritis group presented with higher expression of TNF-α when compared with controls (Figure 3C).

#### Cytokine profile in whole kidney tissue.

Qualitative cytokine array screening suggested increased renal expression of TNF-α, IFN-γ, and CXCL9 in ICI-treated mice compared with controls, particularly in the ICI-Cyt group (Supplemental Figure 4A). Based on these findings, absolute cytokine concentrations were quantified by ELISA.

TNF-α concentrations in whole kidney tissue were significantly higher in the ICI-Cyt group compared with control mice (Supplemental Figure 4B), with a trend toward higher levels compared with the ICI-Block group (*P* = 0.05) (Supplemental Figure 4B). By nephritis status, TNF-α levels were significantly elevated in mice with nephritis compared with all other groups (Supplemental Figure 4E). Across treatment groups, IFN-γ concentrations did not differ; however, IFN-γ levels tended to be higher in the ICI-Only group compared with controls (*P* = 0.05; Supplemental Figure 4C). In contrast, stratification by nephritis status revealed significantly higher IFN-γ levels in nephritic kidneys compared with both control and ICI-Block groups (Supplemental Figure 4F). CXCL-9 concentrations were higher in the ICI-Cyt group compared with control mice (Supplemental Figure 4D). When analyzed by nephritis status, CXCL-9 levels exhibited an upward trend in nephritic kidneys compared with controls (*P* = 0.05) (Supplemental Figure 4G).

### Plasma cytokine profile

Both treatment groups, ICI-Only and ICI-Cyt, showed elevated concentrations of IL-6, MCP-1, and TNF-α compared with the control group (Supplemental Table 2). Within the ICI-treated groups, the Nephritis group exhibited higher levels of IL-6, MCP-1, and TNF-α relative to controls. Similarly, the Non-Nephritis group showed increased MCP-1 and TNF-α levels as compared with the control group (Supplemental Table 2).

### Preventive effect of TNF-α blockade during ICI therapy combined with costimulation by inflammatory cytokines

Concomitant TNF-α blockade during ICI therapy, combined with costimulation by TNF-α and IFN-γ, resulted in attenuation of few renal parameters. The ICI-Block group (treated with ICIs, cytokines pump, and TNF-α blockage) presented with significantly lower BUN levels compared with both ICI-Only and ICI-Cyt groups (Supplemental Figure 5B), as well as the Nephritis group (Supplemental Figure 5E).

Although TNF-α blockade did not fully prevent CD4^+^ and CD8^+^ infiltration in the kidney, it reduced it to levels comparable with the control group not treated with ICI therapy (Figure 2, A and B). Similarly, TNF-α expression in the kidney tissue was reduced in the ICI-Block group compared with ICI-Only and ICI-Cyt (Figure 3, A and B) with comparable results observed relative to the Nephritis status (Figure 3C). Additionally, plasma concentrations of TNF-α and MCP-1 were lower in the ICI-Block group compared with the ICI-Cyt, ICI-Only, and Nephritis groups, confirming effective systemic blockade of the TNF-α pathway (Table 2).

### Single-cell RNA-seq reveals immune cell heterogeneity and differential T cell responses in ICI-AIN

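Kidney cells of 8 mice were compared: 2 Control, 3 ICI-Only and 3 ICI-Cyt libraries, each from 1 mouse. By the protocol, ICI-Only mice received pembrolizumab and anti-CTLA-4 in 5 doses, and ICI-Cyt mice received TNF (200 ng/day) and IFN-γ (100 units/g) by pump as well. Mice kept to day 60 received more pembrolizumab, and whether any of these libraries comes from such a mouse is not given in the sources used here. The starting point was the table of raw UMI counts made by the authors with Cell Ranger 7 on mm10, 137823 barcodes in all. Control libraries held 107126855 and 126339246 UMIs, ICI-Only libraries 90068233 to 103765448 (median 103341313) and ICI-Cyt libraries 99056397 to 110297280 (median 103376950). With mitochondrial transcripts under 13% and 1300 to 6500 genes per cell, 27210 cells remained: 4519 and 4515 from Control, 2467, 2729 and 3165 from ICI-Only, and 2414, 4568 and 2833 from ICI-Cyt mice. The third Control library is not analysed here. Gene tests used UMIs summed per library within a cell type and the quasi-likelihood test of edgeR, so that the mouse and not the cell is the unit. Xist, the RNA made from the inactive X chromosome of females, stood at 716 to 790 CPM (counts scaled to the same library total) in ICI-Only 1 and 2 and ICI-Cyt 1 and 2, and at 0.0888 CPM or lower in both Control libraries, ICI-Only 3 and ICI-Cyt 3. Ddx3y, a Y-chromosome gene, stood at 45.4 to 90.0 CPM in the libraries low in Xist. Both Control libraries carry 1 date tag and the treated libraries 2 other tags, so every comparison with Control also compares dates and, in part, sexes; ICI-Cyt and ICI-Only are balanced in both.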

Cells passing quality control were analyzed (Supplemental Figure 6A). After filtering and normalization of data, dot plot analysis using canonical markers from literature identified 20 cell clusters, corresponding to 12 distinct cell types (Supplemental Figure 6, B and C). 

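Proximal tubule (PT) cells, which take back filtered solutes, made up most cells of every library but ICI-Cyt 2, and macrophages and endothelial cells took a larger share after treatment. The cells formed 20 clusters, of which 18 could be given 1 of 10 types by marker genes and 2 could not. PT cells were 89.2 ± 2.73% of Control, 72.6 ± 9.07% of ICI-Only and 62.3 ± 19.4% of ICI-Cyt cells (mean ± SD over libraries). Macrophages, marked by Lyz2 and the complement genes C1qa and C1qb, were 0.863 ± 0.0934%, 3.62 ± 1.16% and 5.12 ± 3.36%. Endothelial cells, marked by Flt1 and Emcn, were 1.12 ± 0.422%, 5.62 ± 1.60% and 4.83 ± 3.06%. T and NK cells, marked by Cd3g and Nkg7, were 2.49 ± 0.424%, 4.96 ± 2.32% and 18.0 ± 20.3%. In edgeR on cell numbers relative to all cells kept, ICI-Cyt mice had more macrophages than Control mice (log2 fold change 2.57, SE 0.81, adjusted p = 0.00928). They also had more endothelial cells (2.10, SE 0.79, edgeR adjusted p = 0.0281) and more T and NK cells (2.85, SE 0.86, edgeR adjusted p = 0.00928). Among named cells that are not tubule cells, T and NK cells were 39.8% and 44.2% in Control libraries. They were 75.1% in ICI-Cyt 2 and 22.1% to 38.3% in the other treated libraries. Since the PT share fell, this edgeR test does not tell these gains apart from a loss of PT cells.
Each of these gains ends without either Control library: without Control 1 the adjusted p is 0.115 for each type, and without Control 2 it is 0.0995 for macrophages, 0.243 for endothelial cells and 0.0564 for T and NK cells. The endothelial gain also ends in edgeR without ICI-Cyt 1 (adjusted p = 0.243) and the T and NK gain without ICI-Cyt 2 (1.32, adjusted p = 0.109). Without alignment of libraries the edgeR adjusted p is 0.0511 for each of the 3 types, and no cell type passes. Treated minus Control, T and NK cells differed by 8.97 percentage points (exact two-sided permutation p = 0.321, smallest possible 0.0357) and by 2.98 points without ICI-Cyt 2 (p = 0.143). The difference in T and NK cells between ICI-Cyt and ICI-Only mice did not pass (log2 fold change 1.86, edgeR adjusted p = 0.126). Each ICI-Cyt library held a larger share of them than the ICI-Only library of the same number, by 2.67, 34.0 and 2.30 points. Exact sign flips give p = 0.25, the smallest that 3 pairs allow.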

Due to their critical role in the development of ICI-AIN and as targets of ICIs, NKT cell cluster was selected for in-depth analysis. 

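The 2844 T and NK cells parted into cytotoxic, helper, regulatory and natural killer cells. They came unevenly from the mice: 99 and 126 from Control, 116, 202 and 88 from ICI-Only, and 178, 1891 and 144 from ICI-Cyt mice. CD8 T cells (1147) were marked by Cd8a and Cd8b1 and carried Ccl5, a chemokine of effector cells, with Gzmk and Pdcd1. Their 10 leading genes include 4 haemoglobin genes (Hbb-bt, Hbb-bs, Hba-a2 and Hba-a1). CD4 T cells formed a cluster of 577 led by Cd4 and Cd40lg, the ligand through which helper cells activate B cells, and a cluster of 180 led by the early-response genes Egr1, Nr4a1 and Cd69, with Ifng. The cluster of 180 has no CD4 marker among its 10 leading genes and was named by its marker score. Treg cells (115) were marked by Foxp3, the transcription factor that sets their fate, and by Ctla4. NK cells formed clusters of 77 (Xcl1, Ncr1) and 55 (Prf1, Klrb1c). Cycling cells (102), marked by Mki67 and Birc5, came mostly from ICI-Cyt 2, which gave 96 of them. Clusters of 206 (Ccr7, Lef1), 84 (Zbtb16, Il4) and 67 (Ubash3b) cells were left unnamed, and clusters of 204 PT and 30 loop of Henle (LOH) cells had followed the T and NK cells. The resolution was raised from 0.1 in steps until CD4 T, Treg, CD8 T and NK cells each had a cluster, which was at 0.3. The naming rule was revised before any share or gene was tested, but after the leading genes of the clusters and their cell counts per library had been seen.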

Following the same cluster definition methodology and using resolution of 0.1, five cell types and clusters were identified: CD8^+^ effector T cells, CD4^+^ T cells, Tregs, NK T cells, and an undefined cluster (Figure 4, A and B). 

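CD4 T cells took a larger share of kidney T and NK cells in every ICI-Only and ICI-Cyt mouse than in either Control mouse, and NK cells a smaller share. CD4 T cells made up 7.90 ± 1.17% in Control, 21.7 ± 4.43% in ICI-Only and 25.6 ± 5.56% in ICI-Cyt mice (mean ± SD, n = 2, 3 and 3). NK cells made up 16.4 ± 0.357%, 7.24 ± 2.61% and 5.12 ± 2.95%. Treg cells, which restrain other T cells, made up 0.902 ± 0.153%, 2.89 ± 1.93% and 3.66 ± 0.963%, and CD8 T cells 46.1 ± 3.42%, 40.9 ± 4.25% and 40.7 ± 2.73%. Each Control library held only 1 Treg cell, so the Treg SD of Control comes from the cell totals alone. ICI-Only libraries held 3, 10 and 1 Treg cells and ICI-Cyt libraries 5, 89 and 5. Treated minus Control, CD4 T cells differed by 15.7 percentage points and NK cells by −10.2, each with an exact two-sided permutation p of 0.0357, the smallest that 28 splits allow, and 0.0893 after adjustment. By the same exact permutation test the difference was 2.37 points for Treg cells (p = 0.0714, adjusted p = 0.119) and −5.26 points for CD8 T cells (p = 0.107, adjusted p = 0.134). Leaving out Control 1 or Control 2 gave an exact p = 0.143 for CD4 T cells (14.9 and 16.6 points) and for NK cells (−10.5 and −9.98 points), the smallest p then possible. Treg cells reached 2.80 points without ICI-Only 3 (exact p = 0.0476), and the CD8 difference was −2.84 without Control 1 and −7.68 without Control 2.
The CD4 difference depends on how cells are clustered. It was 1.40 points with at least 500 genes per cell (exact permutation p = 0.357), 1.95 without the highest 5% of Scrublet scores (exact p = 0.607), 6.20 without alignment of libraries (exact p = 0.357) and 7.77 with a gate on UMIs (exact p = 0.0714). The names of clusters moved with these settings: with 500 genes the cluster named Treg held 752 cells and that named CD4 T 117, and clusters scored as CD4 T were left unnamed without the highest scores (469 cells) and without alignment (323 cells). Leaving out the highest scores was chosen after seeing the data.
On cell numbers, edgeR found more CD4 T cells in ICI-Cyt than in Control mice (log2 fold change 1.71, SE 0.34, adjusted p = 0.00591) and in ICI-Only than in Control mice (1.46, SE 0.35, adjusted p = 0.0216), and fewer NK cells in ICI-Cyt mice (−2.03, SE 0.50, adjusted p = 0.0122). Treg cells were also more frequent in ICI-Cyt mice (2.15, SE 0.74, edgeR adjusted p = 0.0484), set against 1 Treg cell in each Control library. These calls rest on both Control libraries and on the clustering. For CD4 T cells of ICI-Cyt mice the edgeR adjusted p is 0.272 with 500 genes, 0.382 without the highest Scrublet scores and 0.145 without alignment, and for ICI-Only mice 0.601, 0.967 and 0.466, and 0.277 with the gate. For NK and Treg cells of ICI-Cyt mice the edgeR adjusted p is 0.0513 each without the highest scores, and 0.0817 and 0.0768 without alignment. Without Control 1 the adjusted p for ICI-Cyt is 0.0758 for CD4 T and for NK cells and 0.179 for Treg cells, and without Control 2 it is 0.0611, 0.104 and 0.312. In edgeR the CD4 gain of ICI-Only mice has adjusted p = 0.110 without Control 1, 0.129 without Control 2 and 0.0545 without ICI-Only 1, and the Treg gain 0.0722 without ICI-Only 1, 0.0522 without ICI-Cyt 1 and 0.100 without ICI-Cyt 2. Between ICI-Cyt and ICI-Only mice the difference was 3.84 points in CD4 T cells (p = 0.4), 0.772 in Treg cells (p = 0.6) and −2.11 in NK cells (p = 0.4), where 0.1 is the smallest exact two-sided permutation p of this unpaired test. Beside the ICI-Only library of the same number, each of the 3 ICI-Cyt libraries held more CD4 T cells and fewer NK cells, and exact sign flips give p = 0.25 for each, the smallest that 3 pairs allow. NK cells in ICI-Only against Control (−1.26, edgeR adjusted p = 0.101) and Treg cells there (1.87, edgeR adjusted p = 0.103) did not pass; NK cells did with Scrublet (edgeR adjusted p = 0.0241) and a mitochondrial limit of 20% (0.0402), and Treg cells with Scrublet (0.0294) and 500 genes (0.0272). The unnamed clusters held 21.1 ± 2.70%, 15.4 ± 8.79% and 13.0 ± 3.78% of T and NK cells in Control, ICI-Only and ICI-Cyt mice.

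**Figure D1:**
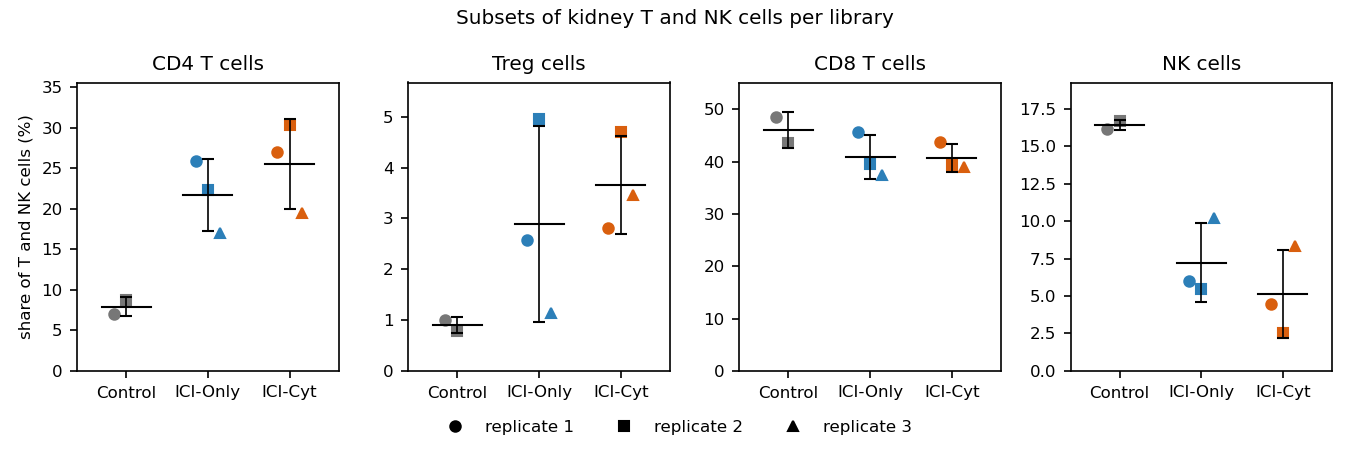
Share of CD4 T, Treg, CD8 T and NK cells among kidney T and NK cells of each library. Bars: mean ± SD over libraries; n = 2 Control, 3 ICI-Only and 3 ICI-Cyt mice. Marker shape gives the replicate number.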

Relative abundance analysis of annotated cell types revealed increased proportions of CD4^+^ T cells and Tregs in both ICI-Only and ICI-Cyt groups compared with controls, whereas CD8^+^ effector T cells and NK cells were decreased (Figure 4C). Gene set enrichment analysis (GSEA) comparing ICI-Cyt with Controls revealed upregulation in CD4^+^ T cell genes involved in interspecies interactions and immune regulation (Figure 5A), whereas CD8^+^ effector T cell genes were enriched for monocyte extravasation pathways (Figure 5B). 

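From these gene sets and the cell shares, the paper proposes that CD4 T cells and Tregs have a central part in ICI-AIN. It also counted more tubular CD4+ and CD8+ cells by immunofluorescence in ICI-treated mice, which the RNA tests here do not address. Tested mouse by mouse in edgeR, CD8 T cells of ICI-Cyt mice had higher RNA for single genes of cytotoxic granules and antigen presentation, and for most ribosomal proteins, than those of Control mice. CD4 T cells had no gene called higher in edgeR, though DESeq2 called some. In CD4 T cells, with a single Control library of at least 10 cells, edgeR called 0 genes higher and 1 lower of 4126 at adjusted p under 0.05; 376 and 178 had an unadjusted p under 0.05, and DESeq2 called 26 higher and 0 lower. Without the count filter edgeR called 13 higher and 11 lower. The edgeR count was 0 without ICI-Only 3 and 5 without ICI-Cyt 2. In simulated counts of the same depth only 10% of changes of 4 times were found in CD4 T cells, against 90% in CD8 T cells, so an absent call in CD4 T cells says little. In CD8 T cells 279 genes were higher and 91 lower of 4510; the total fell to 75 without Control 1, 99 without Control 2 and 244 without ICI-Cyt 2. Of these genes measured in PT cells, 97.8% of the higher and 58.0% of the lower lay on the same side of 0 there, against 66.9% of all genes. The higher genes are therefore not shown to be particular to CD8 T cells, while the lower genes shared a side with PT cells less often than all genes. For both, library date or handling cannot be told apart from treatment. Gzma, whose protease kills target cells, was higher at 779 ± 312 against 196 ± 36.7 CPM (log2 fold change 2.02, SE 0.40, edgeR adjusted p = 0.00603; 0.0511 with Scrublet, 0.0623 without Control 1 and 0.109 without Control 2). B2m, the light chain of MHC class I, was higher at 3053 ± 405 against 1414 ± 77.6 CPM (1.11, edgeR adjusted p = 4.07e-04). Ccl5 rose by 0.90 (edgeR adjusted p = 3.73e-04). No single library left out ended the calls of B2m or Ccl5. The largest increase called was that of Hbb-bs, a haemoglobin gene (5.83, SE 1.51, edgeR adjusted p = 0.0282). The Hbb-bs call ends in edgeR without Control 1 (adjusted p = 0.201), Control 2 (0.211) or ICI-Cyt 1 (0.0634), thinned (0.0638) and with the Xist term (0.121).
The gene lists were made by hand for this work, in place of the paper's gene sets. Of these lists, only that of oxidative phosphorylation kept its call in CD8 T cells with an estimated correlation, and none did in CD4 T cells. Of 19 MHC class I genes, 8 were higher in CD8 T cells (11 when adjusted over the list alone; camera adjusted p = 2.05e-06), but adjusted p = 0.247 with an estimated correlation. Of 18 cytotoxic genes 5 were higher and 1 lower (6 and 1 over the list alone; camera adjusted p = 0.0156; adjusted p = 0.357 with an estimated correlation). Of 77 nuclear genes of oxidative phosphorylation 33 were higher (45 over the list alone; camera adjusted p = 2.74e-19; adjusted p = 0.0328 with an estimated correlation). Of 82 ribosomal protein genes 79 were higher (80 over the list alone; camera adjusted p = 3.37e-60; adjusted p = 0.168 with an estimated correlation). Of 16 IFN-γ response genes 3 were higher (9 over the list alone; camera adjusted p = 3.02e-04; adjusted p = 0.357 with an estimated correlation). Of 13 migration and extravasation genes 1 was higher and 1 lower, also over the list alone (camera adjusted p = 0.516; adjusted p = 0.668 with an estimated correlation). Of 4 haemoglobin genes 1 was higher in CD8 T cells (4 over the list alone; camera adjusted p = 0.00387; adjusted p = 0.357 with an estimated correlation), and of 19 genes of dissociation and early response 1 (3 over the list alone; camera adjusted p = 0.0121; adjusted p = 0.508 with an estimated correlation). The list results for CD4 T cells set the ICI-Cyt libraries against a single Control library, so they are weak evidence that a gene or list was higher. In CD4 T cells no member of these lists passed over all genes. Over the list alone 4 of 17 T cell activation genes were higher (camera adjusted p = 0.00302; adjusted p = 0.322 with an estimated correlation), 6 of 19 MHC class I genes (camera adjusted p = 1.24e-04; adjusted p = 0.544 with an estimated correlation) and 55 of 82 ribosomal genes (camera adjusted p = 1.62e-26; adjusted p = 0.544 with an estimated correlation). Of 73 genes of oxidative phosphorylation 2 were higher in CD4 T cells over the list alone (camera adjusted p = 1.95e-10; adjusted p = 0.322 with an estimated correlation), and of 17 IFN-γ response genes 0 (camera adjusted p = 0.00474; adjusted p = 0.605 with an estimated correlation). Of 18 genes of dissociation and early response, which also lead 1 of the CD4 clusters, 1 was higher in CD4 T cells over the list alone (camera adjusted p = 6.23e-05; adjusted p = 0.545 with an estimated correlation).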

Comparing ICI-Cyt with ICI-Only, CD4^+^ T cells showed increased expression of genes related to T cell cytokine production (Figure 5C). 

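In this comparison edgeR called no gene of CD4 T cells between ICI-Cyt and ICI-Only mice, and no cytokine gene among those that could be tested. Both groups have 3 libraries on the same date tags, so date and group are not mixed here. edgeR called 0 of 4126 genes in either direction; 56 higher and 75 lower genes had an unadjusted p under 0.05, DESeq2 called 0, and edgeR without the count filter called 10. Simulated changes of 4 times at this depth were found in 71% of cases and changes of 2 times in 14%. The simulation changed 200 genes at once, alike in every ICI-Cyt library, and no simulated library stood apart as ICI-Cyt 2 did. Under those settings large changes shared by all ICI-Cyt mice would mostly have been seen, but an absent call does not exclude other changes. The paper's gene set was not tested here. In its place stood a hand-made list of 29 T cell cytokine and receptor genes, of which only 13 were high enough to test. None of the 13 passed, also over the list alone (camera adjusted p = 0.635, or 0.968 with an estimated correlation). Lists called up at the preset correlation, each without a single member passing, were those of MHC class I and ribosomal genes (camera adjusted p = 0.0268 each), oxidative phosphorylation (camera adjusted p = 9.87e-04) and the 5 genes of interest of the study (camera adjusted p = 0.0268). Each had an adjusted p = 0.968 with an estimated correlation, and the last list was chosen on these samples and is not independent evidence. Ltb, which encodes lymphotoxin-β (log2 fold change 0.86, unadjusted p = 0.0183), and Il12rb2, the receptor chain that leads helper cells to make IFN-γ (1.16, unadjusted p = 0.0351), lay highest, each with edgeR adjusted p = 1.00. Il18r1, the receptor chain for the cytokine IL-18, was at 317 ± 114 CPM in ICI-Cyt and 244 ± 81.3 CPM in ICI-Only mice (0.37, SE 0.30, edgeR adjusted p = 1.00).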

BCL2 Related Protein A1 (*Bcl2a1*), Inducible T Cell Costimulator (*Icos*), IL-18 Receptor 1 (*Il18r1*), C-C Motif Chemokine Receptor 2 (*Ccr2*), and Junction Adhesion Molecule Like (*Jaml*) were identified as key genes within highest k/K gene sets (Supplemental Table 3). 

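Of the genes named, Bcl2a1b and Ccr2 were higher in CD8 T cells of ICI-Cyt than of Control mice, and none passed in CD4 T cells. Bcl2a1b belongs to the Bcl2a1 family, which protects activated cells from apoptosis; the family members share reads, so which copy is measured is uncertain. In CD8 T cells Bcl2a1b (ENSMUSG00000089929, chromosome 9: 89199209–89207827, GRCm38/mm10, GENCODE vM21) was at 395 ± 80.2 CPM in ICI-Cyt and 135 ± 26.7 CPM in Control mice (log2 fold change 1.54, SE 0.25, edgeR adjusted p = 0.00168; 0.0560 without Control 1). In ICI-Only mice Bcl2a1b was at 379 ± 50.6 CPM (1.45, SE 0.26, edgeR adjusted p = 0.00361 against Control; 0.0868 without Control 1). Bcl2a1d (ENSMUSG00000099974, chromosome 9: 88723285–88731914) was at 163 ± 47.2 against 75.6 ± 4.93 CPM (1.15, SE 0.34, edgeR adjusted p = 0.0507; 1.13 and 0.0187 with the replicate as a block, 1.16 and 0.0339 without ICI-Only 2, 1.34 and 0.0175 without ICI-Cyt 1, and 0.0386 at the higher resolution, 0.0471 with 500 genes, 0.0447 in DESeq2, 0.00212 without a filter, 0.0441 with upper-quartile normalization and 0.0382 without genes of free tubule RNA), and Bcl2a1a at 0 to 12 UMIs per library was not tested. Ccr2 (ENSMUSG00000049103, chromosome 9: 124101950–124113557), the chemokine receptor that draws cells into inflamed tissue, was at 60.3 ± 29.5 against 10.7 ± 7.26 CPM in CD8 T cells (2.58, SE 0.64, edgeR adjusted p = 0.0231). The Ccr2 call ends without Control 1 (2.13, adjusted p = 0.209), Control 2 (3.61, adjusted p = 0.121) or ICI-Cyt 2 (1.89, adjusted p = 0.127), thinned (adjusted p = 0.171) and with the Xist term (0.147), as edgeR gives them. Its Control level was low, at 5.54 and 15.8 CPM in Control 1 and 2, where Bcl2a1b stood at 116 and 154 CPM. In ICI-Only mice Ccr2 was also above Control but did not pass (2.32, edgeR adjusted p = 0.0768), though it passed under 6 of 14 other settings. Jaml (ENSMUSG00000048534, chromosome 9: 45079183–45108534), an adhesion molecule of leukocytes crossing epithelium, was too low to test in CD8 T cells: 1 and 0 UMIs in Control, 2, 4 and 5 in ICI-Only and 7, 206 and 6 in ICI-Cyt libraries.
In CD4 T cells Icos (ENSMUSG00000026009, chromosome 1: 60977927–61000320), a costimulatory receptor, was at 1004 ± 105 CPM in ICI-Cyt, 811 ± 18.0 in ICI-Only and 646 in the single Control library (ICI-Cyt against Control: 0.64, SE 0.33, edgeR adjusted p = 0.407). Every ICI-Cyt mouse lay above every ICI-Only mouse for Icos (0.31, SE 0.20), but this difference did not pass in edgeR. Bcl2a1b in CD4 T cells was at 800 ± 323 against 415 CPM (0.97, SE 0.51, edgeR adjusted p = 0.429). Il18r1 (ENSMUSG00000026070, chromosome 1: 40465552–40500854) hardly moved against Control in CD4 T cells (0.14, SE 0.53) or CD8 T cells (0.10, SE 0.36). Over the other settings and left-out libraries its log2 fold change ranged from −0.52 to 0.59 in CD4 T cells and from −0.20 to 0.99 in CD8 T cells. These genes were chosen by the study on these samples, so their higher level is not independent evidence.

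**Figure D2:**
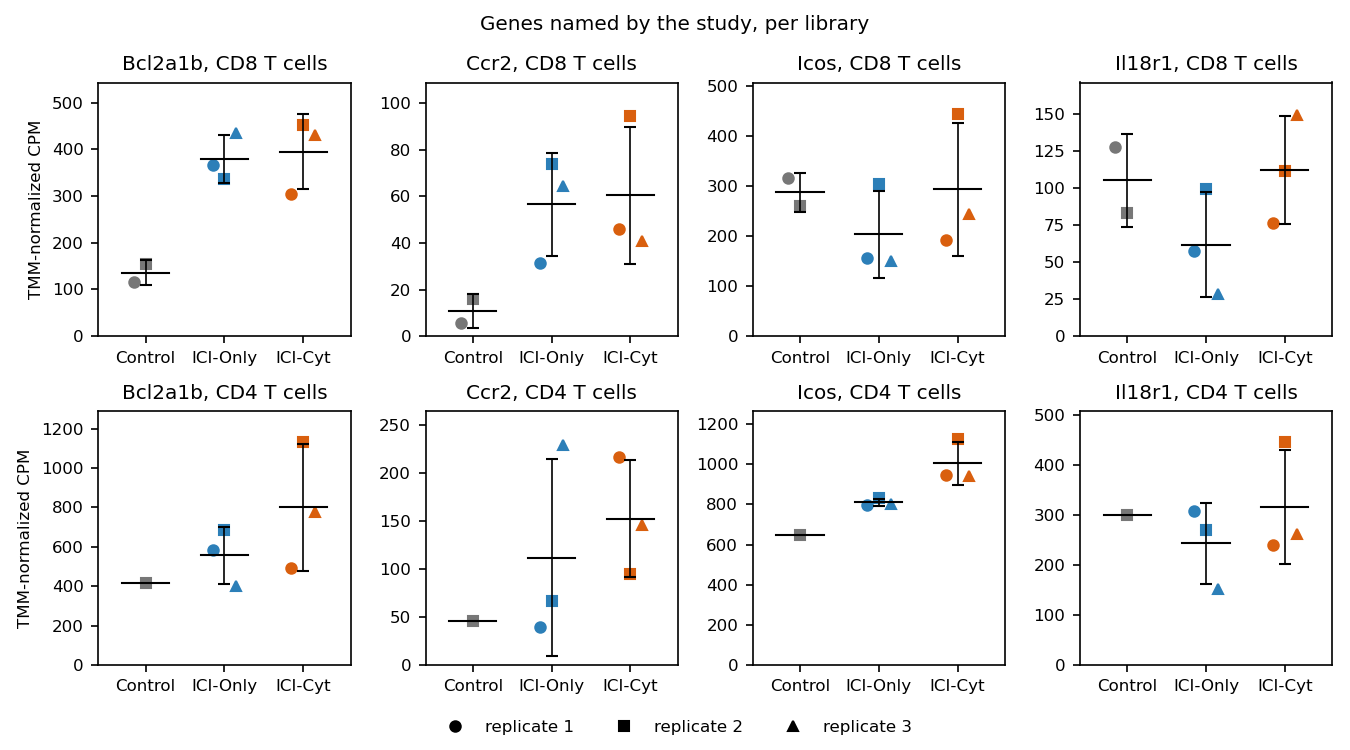
Bcl2a1b, Ccr2, Icos and Il18r1 in CD8 and CD4 T cells of each library, as TMM-normalized CPM. Bars: mean ± SD over libraries; n = 2 Control (1 in CD4 T cells), 3 ICI-Only and 3 ICI-Cyt mice.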

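In CD8 T cells of ICI-Cyt mice fewer genes were lower than Control (91) than higher (279), and Shb, Tox and Itga4 were among the lower ones. In CD4 T cells of ICI-Cyt mice edgeR called only Ubash3b lower (ENSMUSG00000032020, chromosome 9: 41011098–41161697), a phosphatase that dampens T cell receptor signalling, at 79.0 ± 13.0 against 576 CPM in the single Control library (log2 fold change −2.86, SE 0.40, edgeR adjusted p = 0.0156; 0.0587 without ICI-Only 3). The Ubash3b call also ends in edgeR with the UMI gate (−0.52, adjusted p = 0.784), the mitochondrial limit of 20% (0.0547), thinning (0.298), the Xist term (0.117) or the 2 groups alone (0.196), and DESeq2 gave Ubash3b no adjusted p. Ubash3b leads an unnamed cluster of 67 T and NK cells, scored as Treg and then CD4 T. Its adjusted p rests on 1 Control library whose spread is taken from the other groups. In CD8 T cells of ICI-Cyt mice the largest decreases were in Myo16 (−2.26), Shb (−2.20), Kcnq5 (−1.84) and Gas2 (−1.81). These calls end without Control 1 (edgeR adjusted p = 0.138 for Myo16, 0.0560 for Shb, 0.116 for Kcnq5 and 0.0846 for Gas2) and, but for Gas2, without Control 2 (0.152, 0.0719 and 0.0636), and that of Myo16 also without ICI-Cyt 2 (0.0670). In edgeR they also end with the UMI gate (adjusted p = 0.0678 for Myo16 and 0.584 for Kcnq5, at −0.59), thinned (0.0620 for Myo16, 0.703 for Kcnq5, at −0.48, and 0.0581 for Gas2) and with the Xist term (0.101 for Myo16 and 0.0709 for Gas2). Kcnq5 further ends with 500 genes (−0.51, edgeR adjusted p = 0.622) and without the highest 5% of Scrublet scores (−0.82, 0.449). Shb, an adaptor of the T cell receptor, fell from 129 ± 2.05 to 22.4 ± 11.3 CPM (SE 0.42, edgeR adjusted p = 0.00511). Tox, a transcription factor of exhausted T cells, was at 745 ± 196 against 1258 ± 132 CPM (−0.77, edgeR adjusted p = 0.0421; 0.162 without Control 1, 0.292 without Control 2, 0.0619 without ICI-Only 2, 0.0508 without ICI-Only 3, 0.108 without ICI-Cyt 2, 0.0508 with 500 genes, 0.0921 with the mitochondrial limit of 20%, 0.119 thinned, 0.212 with the Xist term and 0.0692 with the 2 groups alone). Itga4, the integrin chain used to leave vessels, was lower (−0.82, edgeR adjusted p = 0.0175; 0.260 without Control 1, 0.0552 without Control 2, 0.109 with the UMI gate, 0.0530 without alignment and 0.0579 with the Xist term).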

A similar analysis was conducted on the downregulated genes; however, no immunological genes were found to be predominantly affected (Supplemental Figure 7).

## Discussion

The advent of ICIs has revolutionized cancer therapy over the past decade, demonstrating broad efficacy across a wide range of malignancies. However, this success has been tempered by the emergence of irAEs, particularly in organs such as the kidney (1). In this study, we utilized a humanized mouse model to investigate the underlying mechanisms and severity of kidney irAEs, aiming to provide deeper insight into their pathogenesis.

The study provides significant insights into the mechanisms underlying ICI-AIN and the potential therapeutic benefits of TNF-α blockade. Our findings demonstrate that ICI therapy, particularly when combined with proinflammatory cytokines such as TNF-α and IFN-γ during a period of 4–8 weeks, leads to early signs of renal dysfunction, immune cell infiltration, and elevated systemic and kidney tissue levels of cytokines. These results align with previous studies that have shown upregulation of inflammatory signatures in kidney biopsies from patients with ICI-AIN (10, 12).

To date, Hu PD-1/PD-L1 immunocompetent mice have not been used to evaluate the renal effects of ICIs in vivo. The introduction of a humanized chimeric mouse model in this study allowed for a more physiologically relevant replication of ICI-AIN compared with immune-deficient models, which lack the ability to mount normal immune responses, and allowed for a more accurate assessment of ICI-induced immune activation and tissue-specific toxicity (17). Additionally, humanized mouse models help overcome species-specific differences in immune checkpoint biology, such as the reduced inhibitory efficiency of murine PD-1, offering a more accurate platform to assess both therapeutic efficacy and toxicity of ICI therapies (18).

Despite a relatively short duration of ICI treatment (4–8 weeks), treated groups showed an already significant increase in a few biochemical renal parameters related to renal dysfunction, which in human serological parameters of AKI occurs between 14 and 16 weeks (7). The elevated plasma creatinine and BUN levels observed in ICI-treated groups, as well as similar findings when groups were stratified by nephritis status, reflect comparable findings also seen in patients experiencing renal irAEs during ICI therapy (8).

Histological analyses of human kidney biopsies have consistently shown that the predominant pattern of ICI-associated nephrotoxicity is interstitial or tubulointerstitial nephritis (8, 19). In our humanized model, ICI-treated groups exhibited increased CD4^+^ and CD8^+^ T cell infiltration within the tubular compartment. Similar to human ICI-associated nephritis, this infiltrate demonstrated a clear predominance of CD4^+^ T cells, closely reflecting the immunologic profile observed in human kidney tissue (10). Although the overall tissue inflammation grading assessed by the veterinary pathologist was predominantly mild to moderate, approximately 40% of mice in the ICI-Cyt group exhibited more severe inflammation after 8 weeks of treatment. Therefore, extending the treatment duration would likely exacerbate these findings. Interestingly, and consistent with the heterogeneity observed in human cases, not all ICI-treated mice developed significant nephritis: 4 of 24 ICI-treated animals showed no evidence of either glomerular or tubular inflammation. These mice were exclusively from the ICI-Only group, underscoring the role of cytokine-driven immune activation in promoting nephritis and reinforcing the translational relevance of this model.

Interstitial nephritis is widely recognized as a cytokine-mediated hypersensitivity reaction driven by specific T cell subsets (20). In human ICI-AIN, kidney biopsies typically reveal a lymphocytic infiltrate predominantly composed of CD4^+^ T cells (10, 21, 22). Consistent with these observations, IF microscopy confirmed a similar pattern of increased CD4^+^ T cell infiltration within the tubulointerstitial compartment. Notably, we also observed a significant increase in CD8^+^ T cells, which may reflect the well-established role of CD4^+^ cells in enhancing CD8^+^ mediated antitumor responses (23). While ICI therapy typically affects the tubulointerstitial compartment, glomerular involvement has also been reported. In our model, subtle glomerular infiltration was observed, potentially linked to anti-CTLA-4 exposure, which has been associated with glomerular damage (podocytopathy, membranous nephropathy, and thrombotic microangiopathy) (7, 24).

Our results also highlight the systemic effect of ICI therapy, as evidenced by elevated plasma levels of IL-6, MCP-1, and TNF-α in ICI-treated mice. These cytokines are known to play crucial roles in inflammatory responses, and their elevated levels further confirm the proinflammatory environment induced by ICI therapy. Interestingly, the TNF-α blockade group showed significantly lower levels of these cytokines, especially TNF-α (in both blood and kidney tissue) and MCP-1 (in blood). This reduction restored the kidney inflammatory profile to levels comparable with controls, suggesting that TNF-α inhibition can partially mitigate the systemic inflammatory response associated with ICI therapy. This highlights the relevance of this cytokine in the pathophysiology of immune-related kidney injury (25, 26). Our findings highlight the potential role of TNF-α blockade as a treatment option for refractory ICI-AIN and as a targeted strategy to enable safe ICI rechallenge in patients with prior ICI-AIN and no alternative anticancer options, rather than routine prophylaxis (13). By blocking the TNF-α pathway, renal irAEs may be prevented or their severity reduced, allowing immunotherapy to continue or be maintained with fewer interruptions or with a very low dose of corticosteroid therapy. Direct TNF-α blockade also reduced activation of other inflammatory pathways within kidney tissue — more significantly, the IFN-γ pathway, as shown in our renal tissue cytokine profile, which has been implicated as a key driver in the development of renal irAEs (12). In a cancer context, TNF-α exerts dual roles: supporting cytotoxic T cell–mediated tumor cell death and promoting tumor growth through angiogenesis. TNF-α blockade have shown positive outcomes to overcame resistance to anti–PD-1 therapy in mouse models. Human studies show more conflicting results, but TNF-α blockade is generally safe, with most patients maintaining stable disease or achieving tumor regression, though larger studies are needed to confirm oncologic outcomes (13, 15).

The single-cell RNA-seq analysis provided deeper insights into the cellular and molecular changes induced by ICI therapy. Significant transcriptional changes existed, including an increased relative abundance of CD4^+^ T cells in treatment groups, consistent with their role as immunological targets of checkpoint blockade. This finding is particularly relevant in the context of CTLA-4 inhibition, where the balance between activation and suppression is critically modulated. Tregs are crucial in this setting, as they help to maintain immune homeostasis and prevent autoimmunity. Tregs achieve this, in part, by limiting the ability of antigen-presenting cells (APCs) to deliver costimulatory signals via CD80 and CD86 to effector T cells by expressing high levels of the coinhibitory receptor CTLA-4, which outcompetes the effector T cell costimulatory receptor CD28 for binding to CD80 and CD86 and depleting them from the APC surface (27). This mechanism underscores the dual role of CD4^+^ T cells in ICI-induced nephrotoxicity; while effector CD4^+^ cells may drive inflammation, Tregs attempt to mitigate. Therefore, the presence and abundance of Tregs become especially important in counterbalancing the proinflammatory environment induced by CTLA-4 blockade—which, if unregulated, may exacerbate tissue damage by dismantling critical checkpoints of immune regulation.

In addition to these cellular dynamics, our study also identified key genes such as *Bcl2a1*, *Icos*, *Il18r1*, *Ccr2*, and *Jaml* within the NKT cell cluster highlighting them as potential targets for therapeutic intervention. The increased proportions of CD4^+^ T cells and Tregs in ICI-treated groups, along with the upregulation of genes involved in immune regulation and cytokine production, suggest that these cells play a pivotal role in the development of ICI-AIN.

This study provides important insights into the early inflammatory mechanisms associated with ICI-induced kidney injury. However, a few limitations should be acknowledged. First, the 8-week follow-up captures only the initial inflammatory phase and may have been too short to detect significant biochemical changes, such as elevated serum creatinine. Additionally, the lower body weight of ICI-treated mice may have contributed to lower creatinine levels minimizing differences in serum creatine levels compared with control mice. Extending the observation period in future studies could better characterize the progression and/or resolution of injury. Second, the use of relatively young mice may influence the susceptibility to AKI, as aging kidneys are known to exhibit reduced protective mechanisms and increased vulnerability to injury (25, 26). Including older animals in the future may clarify age-related differences in renal response. Lastly, a key limitation of the current model is the absence of a tumor component, which is central to the clinical context of ICI therapy. Incorporating a tumor to be treated would enhance the translational relevance of the model and allow for a more accurate evaluation of the balance between therapeutic efficacy and immune-related toxicity.

Despite these limitations, the model demonstrates several strengths that lay a solid foundation for future investigations and refinement. The use of immunocompetent mice enables direct evaluation of the immune response to ICIs, avoiding limitations of immunodeficient or xenograft models. A major innovation is the addition of a proinflammatory cytokine background and evaluation of cytokine blockade, which better mimics the complex immune environment seen in patients. Notably, all mice in the ICI-Cyt group developed some degree of interstitial inflammation, compared with 67% in the ICI-Only group. Moreover, transcriptomic immune profiling revealed stronger gene expression changes in cytokine-exposed mice, further supporting the model’s relevance for studying ICI-associated AIN.

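The paper states that expression changes were stronger in cytokine-exposed mice. Against Control, edgeR called 370 genes in CD8 T cells of ICI-Cyt mice and 216 in those of ICI-Only mice (179 higher, 37 lower), but a gene past the threshold in 1 group and not the other is not shown to differ. Tested directly in CD8 T cells, ICI-Cyt against ICI-Only gave 0 genes in edgeR, 1 in DESeq2 and 27 in edgeR without the count filter; 84 higher and 87 lower genes had an unadjusted p under 0.05. The direct count was 1 without ICI-Only 2 and 1 without ICI-Cyt 1, and the ICI-Only count against Control was 47 without Control 1 and 82 without Control 2. In PT cells edgeR called 10 genes for ICI-Cyt and 8 for ICI-Only against Control, and 0 directly, where 152 higher and 89 lower genes had an unadjusted p under 0.05. Against Control the 2 counts were 1210 and 704 in DESeq2, 2710 and 1342 in edgeR with the Xist term, and 0 and 0 in edgeR with the 2 groups alone. Without Control 1, Control 2 or ICI-Cyt 1 the ICI-Cyt count in PT cells was 0, 6 without ICI-Only 2 and 115 without ICI-Only 3. The ICI-Only count was 0 without Control 1, Control 2, ICI-Only 1, ICI-Only 2 or ICI-Cyt 1 and 15 without ICI-Only 3. With the replicate number as a block the ICI-Cyt count was 4046 and the ICI-Only count 3417, but the block also ties Control libraries to treated ones that no check pairs them with. Of 25 IFN-γ response genes 0 passed in PT cells between ICI-Cyt and ICI-Only, also over the list alone, though the list was up (camera adjusted p = 2.69e-28; adjusted p = 0.241 with an estimated correlation). MHC class I genes (0 of 19; camera adjusted p = 1.77e-23) and type I interferon genes (0 of 15; camera adjusted p = 1.40e-19) did likewise, each with adjusted p = 0.241 with an estimated correlation. ICI-Cyt 2 stood far above the other treated libraries in each of these lists. Macrophages gave 0 genes between ICI-Cyt and ICI-Only in edgeR (125 higher and 163 lower at an unadjusted p under 0.05) and 1 in DESeq2. Without the count filter edgeR called 159 there, 68 higher and 91 lower. Gzmb, a granule protease of killer T cells, was higher in CD8 T cells of ICI-Cyt mice than of Control mice (log2 fold change 1.77, edgeR adjusted p = 0.00958; 0.106 without Control 1 and 0.122 without Control 2) and did not pass against ICI-Only (1.71, edgeR adjusted p = 0.511).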

In conclusion, our study using a humanized, fully immunocompetent mouse model underscores its value in replicating the complex immune dynamics of ICI-AIN. The findings suggest that TNF-α blockade may be a promising therapeutic strategy, not only for refractory cases but also as a preventive approach during ICI rechallenge, aiming to reduce the risk or severity of recurrent ICI-AIN. This strategy could improve patient outcomes and lessen clinical management burden. Further research is warranted to validate these findings in clinical settings and to explore additional therapeutic targets identified through this model.

## Methods

### Sex as a biological variable.

Both male and female mice were included in each group of our study. Sex was not considered as a biological variable.

### Study sample.

Forty male and female humanized PD-1/PD-L1 mice aged 8–12 weeks, from Haidong Dong’s Laboratory (Mayo Clinic; Rochester, Minnesota, USA) were studied over 8 weeks (Supplemental Table 4) (17). They were housed at Mayo Clinic Rochester’s Department of Comparative Medicine (DCM) under controlled conditions (constant temperature, 12-hour light/dark cycle, tap water, and regular diet).

Humanized PD-1/PD-L1 mice were randomly assigned to 1 treatment group: Control (saline, *n* = 10), ICI-Only (ICIs, *n* = 12), ICI-Cyt (ICIs + IFN-γ/TNF-α, *n* = 12), or ICI-Block (ICIs + cytokines + TNF-α blockade, *n* = 6). (Supplemental Table 4). ICIs used were human pembrolizumab (anti–PD-1, MERCK) and anti–mouse CTLA4 Invivomab (BioXCell) via i.p. injection starting on day 3 of the study protocol. A total of 5 doses of dual therapy was administered every 3 days. The cytokine infusion consisted of a pump implant that continuously delivered TNF-α and IFN-γ for 30 days. The ICI-Block group received anti–mouse TNF-α in addition to ICIs and cytokines. The initial batch of mice was euthanized on day 30, and samples were collected for further analysis (Supplemental Table 5). Subsequently, the remaining mice received an additional 5 doses of 4 mg/kg of pembrolizumab and were euthanized on day 60.

### Biochemical analysis.

Plasma creatinine (Arbor Assays, KB02-H1), Blood Urea Nitrogen (BUN) (BioAssay Systems, DIUR-100), urine creatinine (Arbor Assays, K002-H1), and urine protein levels (Bio-Rad, 50000201) were determined using the Synergy Mx Multi-Mode Microplate Reader (BioTek Instruments) following manufacturer’s instructions (Supplemental Methods).

### Histological analysis of renal morphology and inflammation.

Kidneys were sagittally dissected, fixed, embedded in paraffin, sectioned into 5 μm, and stained with H&E for histopathological examination and grading (see Supplemental Methods) by a veterinarian pathologist at the Pathology Research Core at Mayo Clinic, Scottsdale, Arizona (see Supplemental Methods).

IF and IHC staining were performed using the Leica Bond RX stainer. IF sections were stained with 2 antibody panels (CD4^+^ and CD8^+^, described in detail in Supplemental Methods and Supplemental Table 6) (28). IHC sections were stained with rabbit polyclonal TNF-α (Novus, NB600-587) according to manufacturer’s instructions (described in detail in Supplemental Methods).

One slide per animal was analyzed. Using a 20× objective lens, 20 random photographs were examined (10 images of cortical glomeruli and 10 of proximal and distal tubules). For IF, images were captured using the Axio Imager M2 microscope (ZEISS), while IHC images were obtained with the Nikon C-TEP3 microscope. Cell quantification was performed by direct manual counting under a fluorescence microscope, while the percentage area of TNF-α expression was determined using Fiji (Image J software), version 1.54g (29, 30). In both cases, an average value for glomeruli and for tubules was obtained for each slide.

### Cytokine quantification.

We used MILLIPLEX Mouse Cytokine/Chemokine Magnetic Bead Panel (Millipore, MCYTOMAG-70K, Darmstadt, Germany) to test plasma TNF-α, IL-6, and MCP-1. Readings were done with Luminex MAGPIX.

### Single-cell RNA-seq analysis.

Live single cells were isolated from kidney samples at the time of sacrifice. All samples were subjected to single-cell library preparation using Chromium Next GEM Single Cell 3′ Kit v3.1 (10X Genomics, Pleasanton, CA) (31). Libraries were sequenced using NovaSeq X Plus (Illumina, San Diego, CA) at 50,000 fragment reads per cell. Primary and secondary analysis were made following 10x Genomics protocol; more detailed description can be found in Supplemental Methods. Functional clustering analysis of differentially expressed genes was done using GSEA software (www.gsea-msigdb.org) by looking for overlay MSigDB database; only the top 20 biological process gene sets ranked by k/K ratio (# Genes in Overlap/ # Genes in Gene Set) were considered (32–35).

### Statistics.

Data were analyzed in JMP (JMP Statistical Discovery LLC), and respective graphs were obtained using GraphPad Prism version 10.4.2. For all figures, data with error bars are presented as box-and-whisker plots showing the median, interquartile range, and whiskers indicating the minimum and maximum values. Individual data points from each animal are overlaid on the plots. Normal distribution was determined by Shapiro-Wilk test. For normally distributed quantitative variables, we used 2-tailed Student’s *t* test and 1-way ANOVA followed by Tukey’s test for post hoc analysis. For nonnormally distributed variables, Wilcoxon rank sum test and Kruskal-Wallis test followed by Dunn’s test for post hoc analysis were used. *P* < 0.05 were considered statistically significant.

### Study approval.

All animal procedures were approved by the IACUC under protocol number A00007396-23. All experiments were conducted in accordance with the guidelines and standards established by the DCM at Mayo Clinic.

### Data availability.

All the data generated or analyzed in our study are available as supplemental files. Single-cell mRNA-seq samples generated in this study are available in Gene Expression Omnibus (GEO) database under accession number GSE296138. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

SMH did the concept and design. All authors did acquisition or analysis, or interpretation of data. Drafting of the manuscript was done by VDCN, CNC, OAR, and SMH. All authors did critical revision of the manuscript for important intellectual content. Statistical analysis was performed by VDCN, OAR, and SMH. Preparation of figures and tables was done by VDCN, CNC, OAR, and SMH. VDCN, CNC, OAR, JEJJ, LEG, SZ, Xiaoyan Li, JBH, MFR, JH, Xiaogang Li, HD, AE, and SMH approved the definitive version of the manuscript, and all are accountable for all aspects of the submitted work.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- Mayo CCaTS grant number UL1TR002377 and Mayo Clinic Fulk award (SMH).
- Mayo Clinic Foundation (MFR).

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
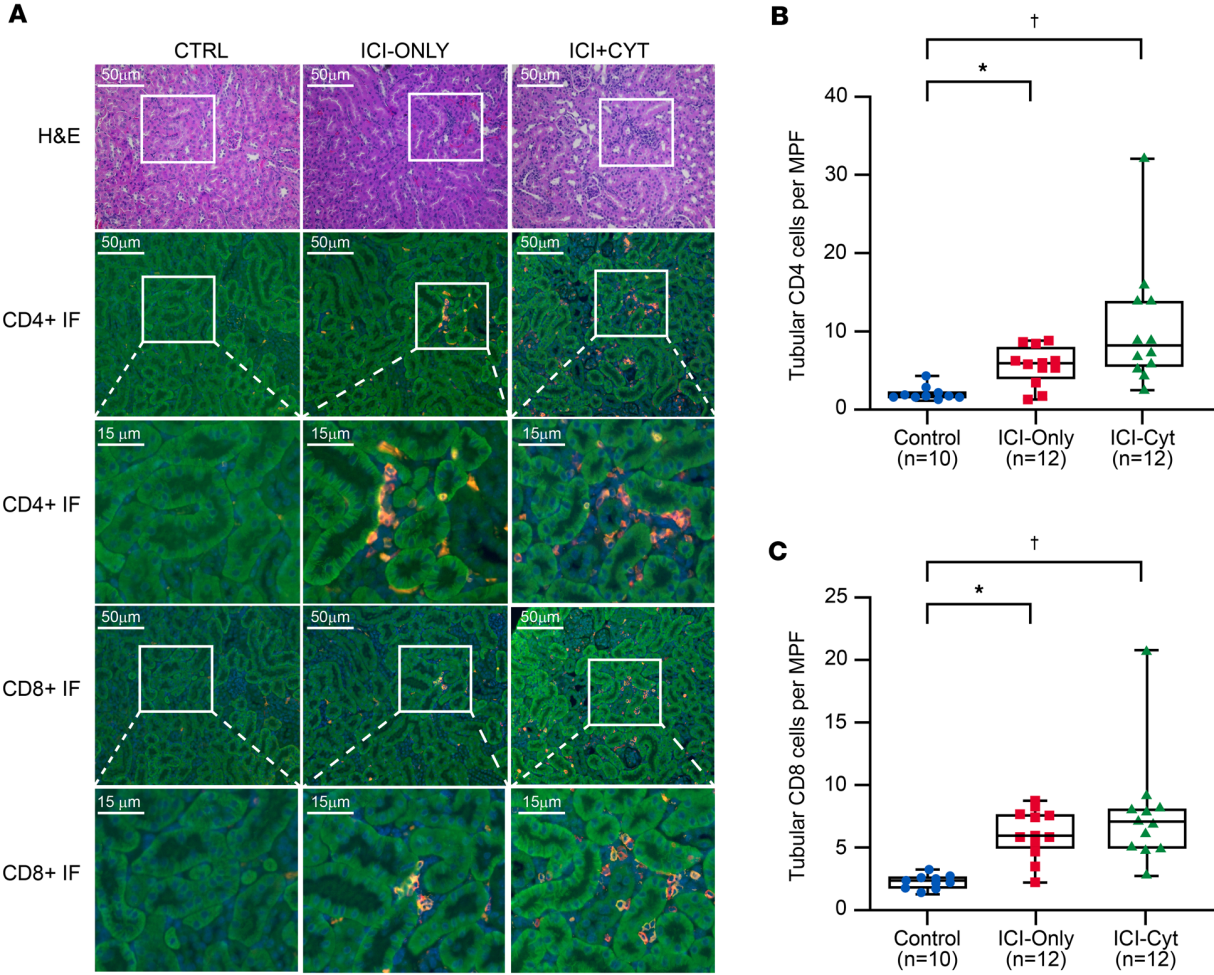
CD4^+^ and CD8^+^ tubular T cell number by immune checkpoint inhibitor treatment regimen. (**A**) Representative images of H&E staining (top row) and CD4^+^/CD8^+^ immunofluorescence (IF) staining (middle and bottom rows, respectively). White square highlight interstitial areas of interest in both H&E and IF images. (**B** and **C**) Quantification of tubular CD4^+^/CD8^+^ cells per medium power field (MPF) across groups. *P* values derived from Kruskal-Wallis followed by Dunn’s multiple-comparison test for post hoc analysis. Experiment was done once. *P < 0.05 for group ICI-Only (median: 5.96 CD4^+^ cells, 5.85 CD8^+^ cells) versus Control group (median: 1.9 CD4^+^ cells, 2.25 CD8^+^ cells) in post hoc test adjusted for multiple comparisons. ^†^*P* < 0.05 for group ICI-Cyt (median: 8.2 CD4^+^ cells, 7.05 CD8^+^ cells) versus Control group (median: 1.9 CD4^+^ cells, 2.25 CD8^+^ cells) in post hoc test adjusted for multiple comparisons. Scale bars: 50 μm and 15 μm as indicated.

**Figure 2:**
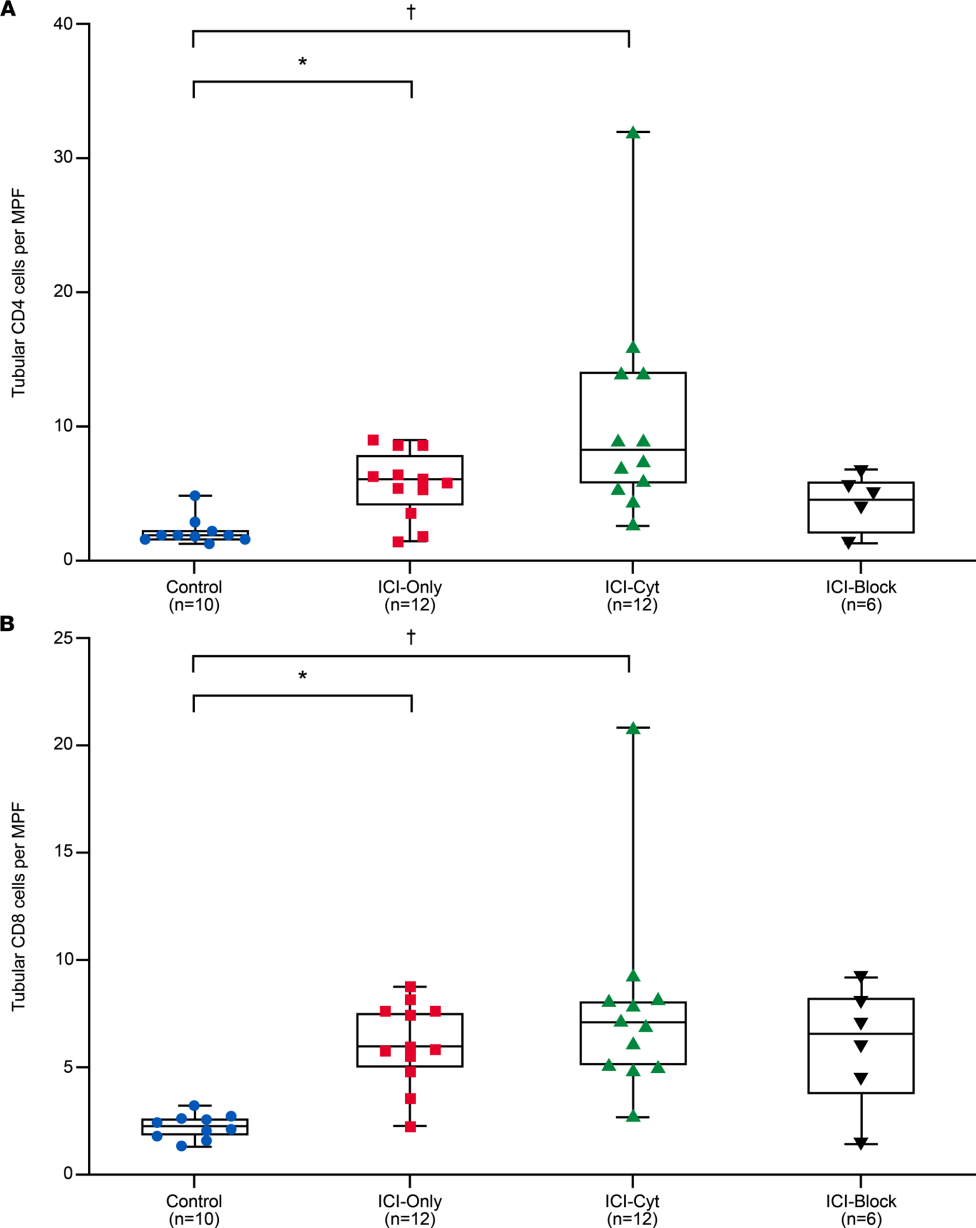
CD4^+^ and CD8^+^ tubular T cell number by immune checkpoint inhibitor treatment group and TNF-α blockade group. (**A** and **B**) Quantification of tubular CD4^+^ and CD8^+^ cells per medium power field (MPF) across treatment groups. *P* values derived from Kruskal-Wallis followed by Dunn’s multiple-comparison test for post hoc analysis. Experiment was done once. *P < 0.05 for group ICI-Only versus Control group in post hoc test adjusted for multiple comparisons. ^†^*P* < 0.05 for group ICI-Cyt versus Control group in post hoc test adjusted for multiple comparisons.

**Figure 3:**
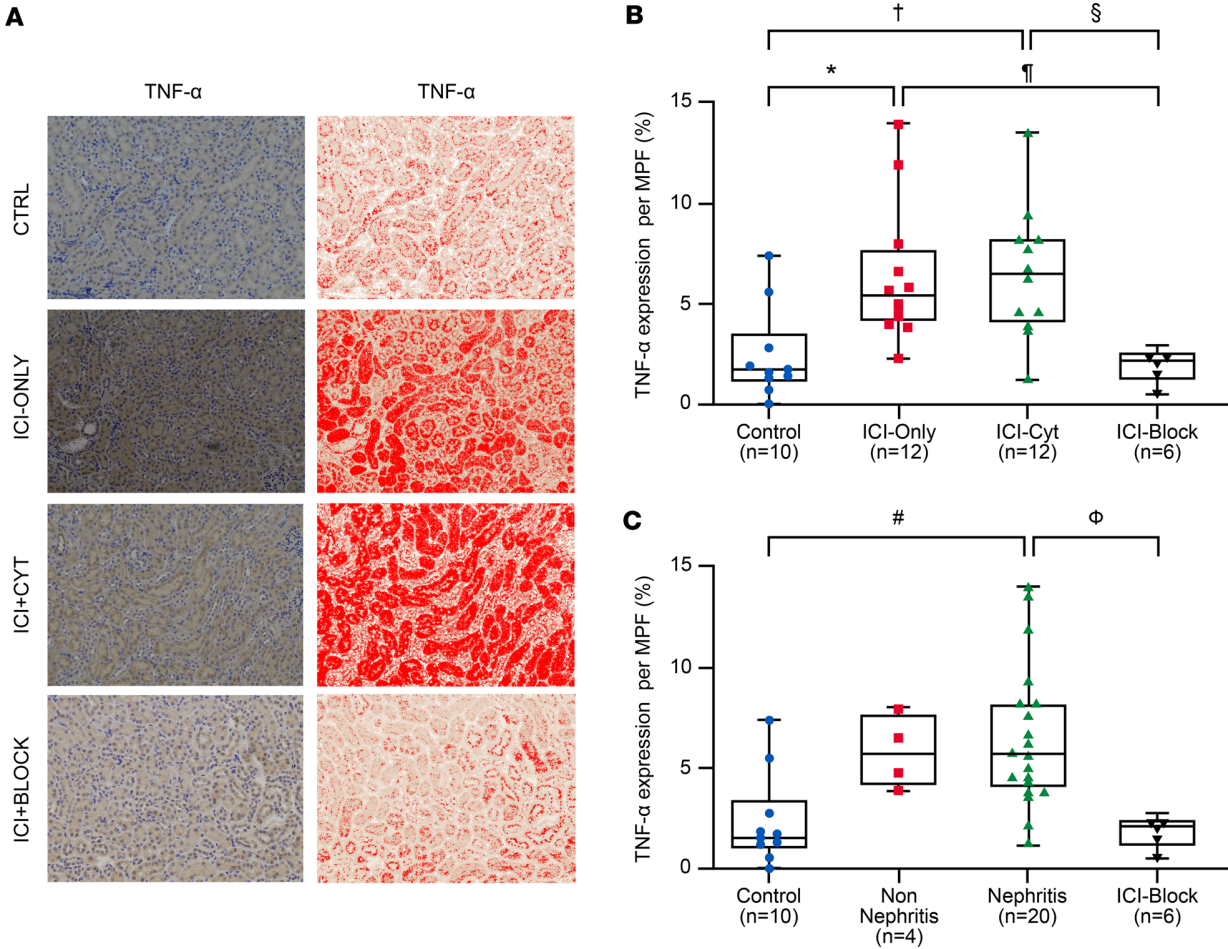
TNF-α expression in renal tubular compartments during immune checkpoint inhibition and TNF-α blockade. (**A**) Representative immunohistochemical (IHC) images showing TNF-α staining in kidney tubules across treatment groups. Left column displays TNF-α expression in brown, while right column presents red-enhanced images generated using ImageJ (NIH) highlight staining intensity. Original magnification, ×200. (**B**) TNF-α expression percentage per medium power field (MPF) in treatment groups. (**C**) TNF-α expression percentage per MPF in nephritis status groups. *P* values derived from Kruskal-Wallis followed by Dunn’s multiple-comparison test for post hoc analysis. Experiments were done once. Treatment groups: *P < 0.05 for group ICI-Only versus Control in post hoc test adjusted for multiple comparisons. ^¶^*P*<0.05 for group ICI-Only versus ICI-Block in post hoc test adjusted for multiple comparisons. ^†^*P* < 0.05 for group ICI-Cyt versus Control in post hoc test adjusted for multiple comparisons. §*P* < 0.05 for group ICI-Cyt versus ICI-Block in post hoc test adjusted for multiple comparisons. Nephritis groups: ^#^*P* < 0.05 for group Nephritis versus Control in post hoc test adjusted for multiple comparisons. ^Ф^*P* < 0.05 for group Nephritis versus ICI-Block in post hoc test adjusted for multiple comparisons.

**Figure 4:**
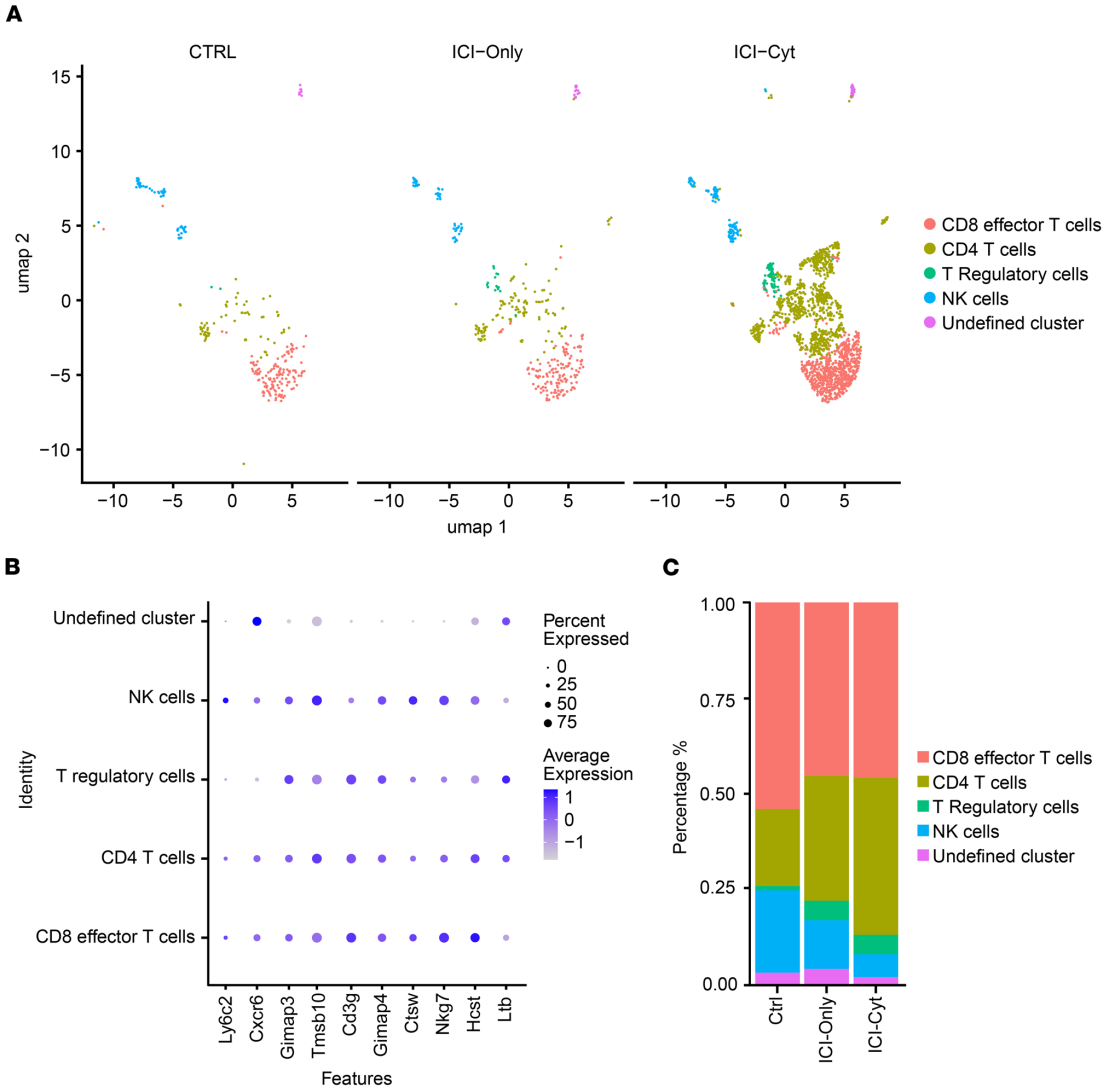
Single-cell transcriptomic profiling of kidney tissue across immune checkpoint inhibitor treatment groups. (**A**) T_NK cluster UMAP by treatment regimen. (**B**) Dot plot of genes used to subcluster. (**C**) Relative abundance percentage of cell types in cluster T_NK by treatment group.

**Figure 5:**
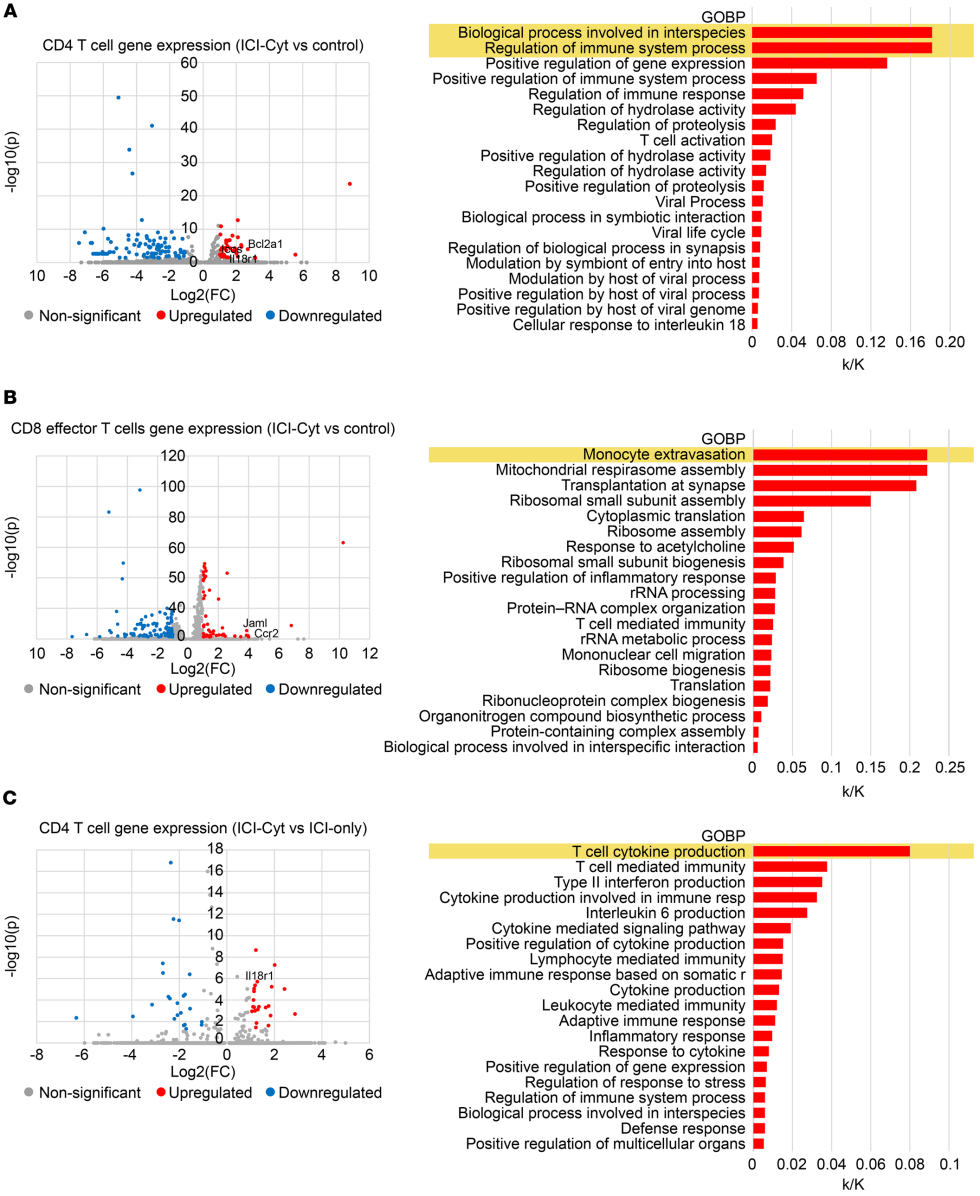
Biological analysis of gene expression for upregulated genes. (**A** and **B**) Volcano plot for differential gene expression and upregulated genes biological process analysis from gene set enrichment analysis (GSEA) for ICI-Cyt against Control CD4^+^ T cells and CD8^+^ effector cells, respectively. (**C**) Volcano plot for differential gene expression and upregulated genes biological process analysis from GSEA for ICI-Cyt against ICI-Only CD4^+^ T cells.

**Table 1:**
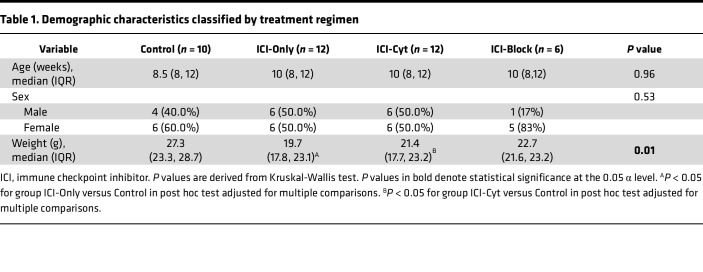
Demographic characteristics classified by treatment regimen

**Table 2:**
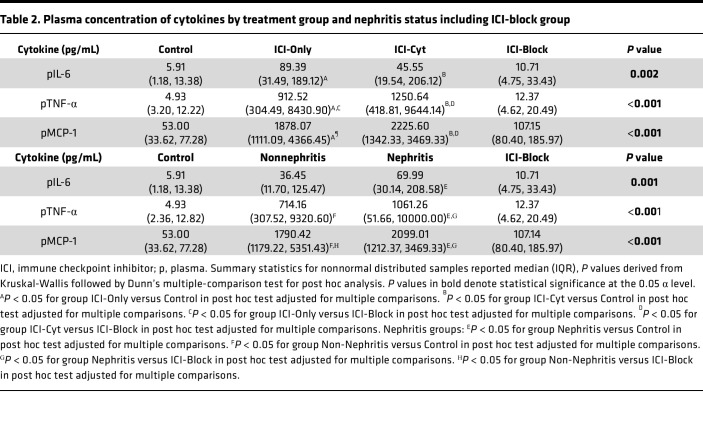
Plasma concentration of cytokines by treatment group and nephritis status including ICI-block group

## Version 1 03/05/2026

In-Press Preview

## Version 2 04/22/2026

Electronic publication

## References

[1] Postow MA (2018). Immune-related adverse events associated with immune checkpoint blockade. N Engl J Med.

[2] Brahmer JR (2012). Safety and activity of anti-PD-L1 antibody in patients with advanced cancer. N Engl J Med.

[3] Barbir EB (2024). Immune checkpoint inhibitor-associated nephritis-treatment standard. Nephrol Dial Transplant.

[4] Pardoll DM (2012). The blockade of immune checkpoints in cancer immunotherapy. Nat Rev Cancer.

[5] Herrmann SM, Perazella MA (2020). Immune checkpoint inhibitors and immune-related adverse renal events. Kidney Int Rep.

[6] Gupta S (2021). Acute kidney injury in patients treated with immune checkpoint inhibitors. J Immunother Cancer.

[7] Herrmann SM (2025). Diagnosis and management of immune checkpoint inhibitor-associated nephrotoxicity: a position statement from the American Society of Onco-nephrology. Kidney Int.

[8] Cortazar FB (2020). Clinical features and outcomes of immune checkpoint inhibitor-associated AKI: a multicenter study. J Am Soc Nephrol.

[9] García-Carro C (2022). Acute kidney injury as a risk factor for mortality in oncological patients receiving checkpoint inhibitors. Nephrol Dial Transplant.

[10] Farooqui N (2023). Cytokines and immune cell phenotype in acute kidney injury associated with immune checkpoint inhibitors. Kidney Int Rep.

[11] Long JP (2025). Urine proteomics defines an immune checkpoint-associated nephritis signature. J Immunother Cancer.

[12] Singh S Tertiary lymphoid structure signatures are associated with immune checkpoint inhibitor related acute interstitial nephritis. JCI Insight.

[13] Lin JS (2021). Infliximab for the treatment of patients with checkpoint inhibitor-associated acute tubular interstitial nephritis. Oncoimmunology.

[14] Barbir EB (2025). Biomarker-guided infliximab therapy for immune checkpoint inhibitor-induced acute interstitial nephritis. Nephrol Dial Transplant.

[15] Youssef N (2025). Infliximab for grade III or IV immune checkpoint inhibitor nephritis clinical and translational evidence. Kidney Int Rep.

[16] Zhou P (2024). Immune checkpoint inhibitors and acute kidney injury. Front Immunol.

[17] Barham W (2023). A novel humanized PD-1/PD-L1 mouse model permits direct comparison of antitumor immunity generated by food and drug administration-approved PD-1 and PD-L1 inhibitors. Immunohorizons.

[18] Tang Z, Veillette A (2025). Inhibitory immune checkpoints in cancer immunotherapy. Science Immunol.

[19] Xu LY (2023). Clinicopathological features of kidney injury related to immune checkpoint inhibitors: a systematic review. J Clin Med.

[20] Moledina DG (2019). Urine TNF-α and IL-9 for clinical diagnosis of acute interstitial nephritis. JCI Insight.

[21] Cortazar FB (2016). Clinicopathological features of acute kidney injury associated with immune checkpoint inhibitors. Kidney Int.

[22] Belliere J (2016). Acute interstitial nephritis related to immune checkpoint inhibitors. Br J Cancer.

[23] Topchyan P (2023). The role of CD4 T cell help in CD8 T cell differentiation and function during chronic infection and cancer. Immune Netw.

[24] Catalano M (2022). Immune checkpoint inhibitor induced nephrotoxicity: an ongoing challenge. Front Med (Lausanne).

[25] Bertrand F (2017). TNFα blockade overcomes resistance to anti–PD-1 in experimental melanoma. Nat Commun.

[26] Chen AY (2021). TNF in the era of immune checkpoint inhibitors: friend or foe?. Nat Rev Rheumatol.

[27] Wardell CM (2025). Harnessing the biology of regulatory T cells to treat disease. Nat Rev Drug Discov.

[28] Im K (2019). An introduction to performing immunofluorescence staining. Methods Mol Biol.

[29] Diem K (2015). Image analysis for accurately counting CD4+ and CD8+ T cells in human tissue. J Virol Methods.

[30] Stossi F, Singh PK (2023). Basic image analysis and manipulation in ImageJ/Fiji. Curr Protoc.

[31] https://cdn.10xgenomics.com/image/upload/v1722285481/support-documents/CG000315_ChromiumNextGEMSingleCell3__GeneExpression_v3.1_DualIndex__RevF.pdf.

[32] Liberzon A (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics.

[33] Liberzon A (2015). The molecular signatures database (MSigDB) hallmark gene set collection. Cell Syst.

[34] Castanza AS (2023). Extending support for mouse data in the molecular signatures database (MSigDB). Nat Methods.

[35] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

# Supplementary material for: TNF-α blockade mitigates immune checkpoint–related nephritis in a humanized mouse model
**Source:** JCI Insight. 2026 Mar 5;11(8):e199694. doi: 10.1172/jci.insight.199694
**Supplement:** Supplemental data

SUPPLEMENTARY MATERIAL

Supplementary File

Supplementary Methods

Supplementary Table S1. Demographic Characteristics by Nephritis Status

Supplementary Table S2. Plasma Concentration of Cytokines by Treatment Regimen and Nephritis Status

Supplementary Table S3. Biological Process Analysis

Supplementary Table S4. Treatment Regimen

Supplementary Table S5. Specimen Sources and Analysis

Supplementary Table S6. Immunofluorescence Antibody Panels

Supplementary Fig S1. Kidney Function Parameters Across Treatment Groups and Nephritis Status

Supplementary Fig S2. CD4+ and CD8+ Glomerular T Cell Number by Treatment

Supplementary Fig S3. CD4+ and CD8+ Glomerular and Tubular T Cell Number by Nephritis Status

Supplementary Fig. S4. Cytokine Concentration Profile in Kidney Tissue

Supplementary Fig. S5. Kidney Function Parameters Across Treatment Groups and Nephritis Status Including TNF- α Blockade Group

Supplementary Fig. S6. Treatment-Dependent Changes in Kidney Cell Clusters Revealed by Single-Cell Transcriptomics

Supplementary Fig. S7. Biological Analysis of Gene Expression for Downregulated Genes

References

Supplementary Methods

Biochemical Analysis

Serum creatinine was quantified using DetectX Serum Creatinine Kit from Arbor Assays (Cat. # KB02-H1). Prior to running in the assay all samples were centrifugated for 15 minutes at 14,000 rpm. Samples and standards (25 μ l each) were pipetted into the respective wells of a 96-well plate (Cat. # X018-2EA). Then, 25 μ l of Assay Diluent (Cat. # X017-6ML) was added to each well, followed by 100 μ l of DetectX Creatinine Reagent (Cat. # C004-20ML). Optical density readings at 490 nm were conducted at 1 min and 30 min. Temporal changes in optical density were assessed by subtracting 1-minute values from 30-minutes values. These differences were plotted against creatinine concentrations of standards samples. A linear regression was generated using an equation to calculate the concentrations. The resulting values were then corrected based on each mouse's individual weight and the final data were analyzed using Prism.

Serum BUN was quantified using QuantiChrom Urea Assay Kit from BioAssay Systems (Cat. # DIUR-100). A total of 5 μ l of each sample, standard and blank were transferred into wells of a clear bottom 96-well plate (Cat. # X003-2EA). Then, 200 μ l of Working reagent combination was added to each well. Optical density readings at 520 nm were taken after 30 min. A linear regression was generated using the equation provided to calculate the urea concentrations and a conversion was applied to determine the BUN results.

For the urine creatinine measurement, all samples were diluted 1:20 with deionized water. Urine samples with creatinine concentrations exceeding the standard curve range were further diluted to ensure readings fell within the curve. A total of 50 μ l of each sample, standard and blank were added into to respective wells of a 96-well plate (Cat. # X003-2EA), followed by the addition of 100 μ l of DetectX Creatinine Reagent (Cat. # C004-20ML). The sealed plate underwent a 30-minute incubation before optical density readings were taken at 490 nm. A standard curve was generated, and the sample concentrations were calculated by multiplying the measured values by the dilution factor.

Urine protein was assessed using the Bio-Rad BCA protein assay with the albumin standard (Cat. #23210). A total of 10 µl of bladder urine sample and prepared standards were transferred into the respective wells of a 96-well plate followed by the addition of 190 µl 1x dye reagent to wells (1:4 dilution of Bio-Rad Category #500-0201). After a 10-minute incubation, an absorbance measure at 595 nm was performed. A linear regression curve was generated using the standards values to calculate concentrations.

Kidney Tissue Immunofluorescence Staining for CD4 and CD8 T Cells: Panel #1-CD4+CD3+ NBCe1A and Panel #2- CD8+CD3+ NBCe1A

Immunofluorescence (IF) staining was performed at the Pathology Research Core (Mayo Clinic, Rochester, MN) using the Leica Bond RX. Slides were stained using two different antibody panels. Panel #1 included rabbit CD4 (Abcam, cat# ab183685), rat CD3 (Abcam, cat# AB11089), and chicken NBCe1A (Aves Labs, generated by Dr. Romero lab) (1). Panel #2 included the same antibodies, but exchanged the CD4 for rabbit CD8 (Abcam, cat# ab209775). All slides were retrieved for 20 minutes using Epitope Retrieval 2 (EDTA; Leica) and blocked with 10% Goat Serum Block (Invitrogen) for 30 minutes; irrespective of the panel.

Both primary and secondary antibodies were diluted in Background Reducing Diluent (Dako) and incubated for 60 minutes. Rabbit CD4 was diluted at 1:1000, rabbit CD8 was diluted at 1:200; both rat CD3 and NBCe1A were diluted at 1:250. The following donkey secondary antibodies were used at a 1:250 dilution; anti-rabbit Cy3 (Jackson ImmunoResearch, cat# 711-165-152), anti-chicken Alexa Fluor 488 (Jackson ImmunoResearch, cat# 703-545-155), and anti-rat Alexa Fluor 647 (Jackson ImmunoResearch, cat# 712-605-150). All secondary antibodies were first reconstituted in 400ul of distilled water and then diluted to its final dilution.

Slides were counterstained for 10 minutes at 1ug/ml using Hoechst 33342 (Invitrogen, cat# H3570). Once the immunofluorescence process was completed, slides were removed from the stainer and rinsed in tap water for one minute. ProLong Gold (Invitrogen, cat# P36934) mounting medium was used to permanently coverslip the slides.

Histological Evaluation of Inflammation and Nephritis Status Determination

The histopathology grading scale followed by our veterinarian pathologist is a semi-quantitative system used to assess tissue response based on cellular and structural changes observed under high-powered microscopy (approximately 400x). Nine histological parameters were evaluated: polymorphonuclear cells (PMNs), lymphocytes, plasma cells, macrophages, giant cells, necrosis, neovascularization, fibrosis, and fatty infiltrate. Each parameter was scored on a scale from 0 to 4. Due to the clinical relevance of inflammatory infiltrates and necrosis, the scores for PMNs, lymphocytes, plasma cells, macrophages, giant cells, and necrosis were multiplied by 2 to assign greater weight to these features. An average score per treatment group was calculated, and the degree of inflammation was determined by subtracting the control group average from the treatment group average. The inflammation grade was categorized as none (0.0–2.9), mild (3.0–8.9), moderate (9.0–15.0), or severe (>15) (2). Those with no inflammation after ICI treatment were classified as the Non-Nephritis group.

TNF- α Immunohistochemistry

Immunohistochemistry (IHC) staining was performed at the Pathology Research Core (Mayo Clinic, Rochester, MN) using the Leica Bond RX stainer (Leica). Tissue sections were cut at five microns, mounted on charged slides, and dried overnight. Slides stained with rabbit, polyclonal TNF- α (Novus, cat# NB600-587) were retrieved for 20 minutes using Epitope Retrieval 1 (Citrate; Leica) and incubated in Protein Block (Dako) for five minutes. The primary antibody was diluted at 1:600 in Background Reducing Diluent (Dako) and incubated for 15 minutes.

The detection system used was Polymer Refine Detection System (Leica). This system includes hydrogen peroxidase block, polymer reagent, and DAB. Immunostaining visualization was achieved by incubating slides for 10 minutes in DAB and DAB buffer (1:19 mixture) from the Bond Polymer Refine Detection System. Slides were counterstained for five minutes using a 1:1 mixture of Schmidt hematoxylin (Mayo DLMP Preparation and Processing Laboratory) and molecular biology grade water. Once the immunochemistry process was completed,

slides were removed from the stainer and rinsed in tap water for three minutes. Slides were dehydrated in increasing concentrations of ethyl alcohol and cleared in three changes of xylene prior to permanent coverslipping in xylene-based medium.

IFN- γ concentration from whole kidney tissue

Kidney tissue was homogenized and lysed using Cell Lysis Buffer (10X; Cell Signaling Technology, Cat. #9803) according to the manufacturer's instructions. For cytokine analyses, five samples per treatment group were analyzed. Nephritis status was determined prior to selection across all groups; therefore, in the ICI-only group all non-nephritis samples (n=4 of 12) were included, and five samples were randomly selected from the remaining nephritis samples (n=8). In the ICI-cyt group, all samples were nephritis, so no stratified selection by nephritis status was applicable. Lysates were clarified by centrifugation, and total protein content was determined for downstream analyses.

An exploratory cytokine screen was performed using a membrane-based antibody array (Proteome Profiler™ Mouse Cytokine Array Kit, Panel A, R&D Systems, Cat. #ARY006) according to the manufacturer's instructions. Kidney tissue lysates were incubated with a cocktail of biotinylated detection antibodies and applied to nitrocellulose membranes spotted in duplicate with capture antibodies against 40 mouse cytokines and chemokines. Bound proteins were detected using streptavidin–horseradish peroxidase and chemiluminescent reagents. Array images were used for qualitative and comparative visualization only and were not used for quantitative analysis.

Based on array screening results, absolute concentrations of IFN- γ , TNF- α and CXCL-9 in kidney tissue lysates were quantified using enzyme-linked immunosorbent assay (ELISA) kits from R&D Systems, following the manufacturers' protocols. Cytokine concentrations were calculated from standard curves, normalized to total protein content, and expressed as picograms per milligram of total protein (pg/mg).

Single Cell Processing

Whole live cells were isolated from kidney samples. Cell suspension was washed twice, resuspended in 1x PBS + 0.04% BSA, and immediately submitted to the Genome Analysis Core for Single Cell partitioning. The cells were counted and measured for viability using the Vi-Cell XR Cell Viability Analyzer (Beckman-Coulter). The barcoded Gel Beads were thawed from -80C and the cDNA master mix was prepared according to the manufacture's instruction for Chromium Next GEM Single Cell 3' Kit v3.1 (10x Genomics) (3). Based on the desired number of cells to be captured for each sample, a volume of live cells was mixed with the cDNA master mix. A per sample concentration of 500,000 cells per milliliter or better is required for the standard targeted cell recovery of up to 10,000 cells. The stock concentration requirements would not change for higher cell recovery numbers. The cell suspension and master mix, thawed Gel Beads and partitioning oil were added to a Chromium Next GEM G chip. The filled chip was loaded into the Chromium Controller, where each sample was processed and the individual cells within the sample were partitioned into uniquely labeled GEMs (Gel Beads-In-Emulsion). The GEMs were collected from the chip and taken to the bench for reverse transcription, GEM dissolution, and cDNA clean-up. The resulting cDNA contains a pool of uniquely barcoded molecules. A portion of the cleaned and measured pooled cDNA continues to library construction, where standard Illumina sequencing primers and a unique sample index (Dual Index Kit TT-Set A; 10x Genomics) were added to each cDNA pool, creating gene expression libraries. All cDNA pools and resulting libraries were measured using Qubit High Sensitivity assays (Thermo Fisher Scientific) and Agilent Bioanalyzer High Sensitivity chips (Agilent).

Libraries were sequenced at 50,000 fragment reads per cell following Illumina's standard protocol using the Illumina NovaSeq X Plus™. The flow cells were sequenced as 100x2 paired end reads using NovaSeq X Plus sequencing reagents and software. All primary data was analyzed using 10x Genomics Cell Ranger and Loupe Browser software packages.

Secondary analysis was performed at Mayo Clinical Sequencing Core with 10X Genomics Platform (<https://www.10xgenomics.com/>). The fastq files were processed with Cell

Ranger v7 (10X Genomics) for quality control, read mapping and cell profiling; mouse genome reference mm10 was used. The output then analyzed with Seurat V5 (https://satijalab.org/seurat/articles/get_started_v5_new). 

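Most barcodes of every group failed a filter before clustering. Of the 15197 to 20231 barcodes per library, 7851 to 14880 had fewer than 1300 genes and 6362 to 15993 had a mitochondrial share of 13% or more. Median UMIs per barcode were 3908 and 3943 in Control libraries, 2033 to 2586 in ICI-Only and 1770 to 3371 in ICI-Cyt libraries. The median mitochondrial share was 10.18% to 13.12% in Control, 14.39% to 20.57% in ICI-Only and 10.72% to 28.03% in ICI-Cyt libraries. The limit of 500 to 2500, read as UMIs beside the gene limit, leaves 3 to 49 cells per library, too few to test. An upper limit of 25000 UMIs was used instead, with the gene limit of 1300 to 6500, for all groups. A floor of 500 genes kept 3603 to 7354 cells per library, and a mitochondrial limit of 20% kept 3127 to 5729.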

Briefly, cells were qualified with 1) percentage of mitochondria less than 13%, 2) within the range of 500-2500 for read count, 3) within the range of 1300-6500 for feature count. Then SCTransform was used for normalization and HarmonyIntegration was used for sample batch correction. Resolution 0.4 was used for UMAP clustering. For cell type identification, top expressed genes from each cluster were taken and PBMC and Kidney marker genes were searched in HuBMAP database, ScType database (<https://sctype.app/>) and Park. J et al (4–7). For sub cell type identification of T and NK cells, first subset the T and NK cell populations from the full dataset. Then unsupervised clustering was performed on the subset cells using a resolution parameter of 0.1 to generate refined clusters. Subtype identities were assigned to each resulting cluster using canonical marker genes as defined by Balzer et al (8).

Supplementary Tables and Figures

Supplementary Table S1. Demographic Characteristics by Nephritis Status

Variable	Control (n=10)	Non-Nephritis (n=4)	Nephritis (n=20)	ICI-Block (n=6)	P value
Age (weeks), median (IQR)	8.5 (8, 12)	10 (8, 12)	10 (8,12)	10 (8, 12)	0.96
Gender					0.34
Male	4 (40.0%)	1 (25.0%)	11 (55.0%)	1 (17.0%)	
Female	6 (60.0%)	3 (75.0%)	9 (45.0%)	5 (83.0%)	
Weight (g), median (IQR)	27.3 (23.3, 28.7)	19.2 (17.7, 23.9)	20.3 (17.8, 23.2) [#]	22.7 (21.6, 23.2)	**0.01**

P-values are derived from Kruskal-Wallis test. P-values in bold denote statistical significance at the 0.05 alpha level.

[#] $p < 0.05$ for group Nephritis vs Control in post-hoc test adjusted for multiple comparisons.

Supplementary Table S2. Plasma Concentration of Cytokines by Treatment Regimen and Nephritis Status

Cytokine (pg/mL)	Control	ICI-Only	ICI-Cyt	P value
pIL-6	5.91 (1.18, 13.38)	89.39 (31.49, 189.12)*	45.55 (19.54, 206.12) [†]	**0.003**
pTNF- α	4.93 (3.20, 12.22)	912.52 (304.49, 8430.90)*	1250.64 (418.81, 9644.14) [†]	**<0.001**
pMCP-1	53.00 (33.62, 77.28)	1878.07 (1111.09, 4366.45)*	2225.60 (1342.33, 3469.33) [†]	**0.0004**
Cytokine (pg/mL)	Control	Non-nephritis	Nephritis	P value
pIL-6	5.91 (1.18, 13.38)	36.45 (11.70, 125.47)	69.99 (30.14, 208.58) [#]	**0.002**
pTNF- α	4.93 (2.36, 12.82)	714.16 (307.52, 9320.60) [‡]	1061.26 (51.66, 10000.00) [#]	**<0.0001**
pMCP-1	53.00 (33.62, 77.28)	1790.42 (1179.22, 5351.43) [‡]	2099.01 (1212.37, 3469.33) [#]	**0.0004**

Abbreviations: ICI, immune checkpoint inhibitor; p, plasma.

Summary statistics for non-normal distributed samples reported median (IQR), p-values derived from Kruskal-Wallis followed by Dunn's multiple comparison test for post-hoc analysis.

* $p < 0.05$ for group ICI-Only vs Control in post-hoc test adjusted for multiple comparisons.

[†] $p < 0.05$ for group ICI-Cyt vs Control in post-hoc test adjusted for multiple comparisons.

[‡] $p < 0.05$ for group Non-Nephritis vs Control in post-hoc test adjusted for multiple comparisons.

[#] $p < 0.05$ for group Nephritis vs Control in post-hoc test adjusted for multiple comparisons.

Supplementary Table S3. Biological Process Analysis

Cell Type	Comparison	Biological Process	Description	Genes of interest
CD4+ T cell	ICI-Cyt vs Control	Interspecies interaction between organisms	Any process evolved to enable an interaction with an organism of a different species.	<i>Bcl2a1</i><br><i>Icos</i><br><i>Il18r1</i>
		Regulation of immune system process	Any process that modulates the frequency, rate, or extent of an immune system process.	
CD8+ effector T cell	ICI-Cyt vs Control	Monocyte Extravasation	The migration of a monocyte from the blood vessels into the surrounding tissue.	<i>Ccr2</i><br><i>Jaml</i>
CD4+ T cell	ICI-Cyt vs ICI-Only	T cell cytokine production	Any process that contributes to cytokine production by a T cell.	<i>Il18r1</i>

Abbreviations: BCL2 related protein A1 (*Bcl2a1*), Inducible T Cell Costimulator (*Icos*), Interleukin 18 Receptor 1 (*Il18r1*), C-C Motif Chemokine Receptor 2 (*Ccr2*), Junction Adhesion Molecule Like (*Jaml*).

Supplementary Table S4. Treatment Regimen

Mouse Type (N; Male (M), Female (F))	Cytokine Pump	Treatment Regimen	Treatment Duration (Weeks)
Hu-PD-1/PD-L1 (26: 9M,17F)	No pump	Vehicle (Saline)	4
		Pembrolizumab (20 mg/kg) + anti-CTLA-4<br>Invivomab (25 mg/kg) q3d x5 doses	
	Cytokine Pump (200 ng/day TNF- α and 100 units/gram IFN- γ)	Pembrolizumab (20 mg/kg) + anti-CTLA-4<br>Invivomab (25 mg/kg) q3d x5 doses + Cytokine Pump	
		Pembrolizumab (20 mg/kg) + anti-CTLA-4<br>Invivomab (25 mg/kg) q3d x5 doses + Cytokine Pump + anti-TNF- α 150 mg/kg	
Hu-PD-1/PD-L1 (14: 8M,6F)	No pump	Vehicle (Saline)	8
		First 4 weeks: Pembrolizumab (20 mg/kg) + anti-CTLA-4<br>Invivomab (25 mg/kg) q3d x5 doses<br>Second 4 weeks: Pembrolizumab (20 mg/kg)	

	Cytokine Pump (200 ng/day TNF- α and 100 units/gram IFN- γ)	First 4 weeks: Pembrolizumab (20 mg/kg) + anti-CTLA-4 Invivomab (25 mg/kg) q3d x5 doses + Cytokine Pump<br>Second 4 weeks: Pembrolizumab (20 mg/kg)	

TNF- α Cat. #410-MI-100/CF and INF- γ **Cat.** #485-MI-100/CF from R&D Systems.
Pembrolizumab (Keytruda) from MERCK and **Invivomab** anti-mouse CTLA-4 Cat. #BE0032 from BioXCell Technology. **InVivoMAb** anti-mouse TNF α Cat. #BE0058 from BioXCell Technology.

Supplementary Table S5. Specimen Sources and Analysis

Sample Origin	Processing
**Urine (bladder)**	Protein, Creatinine.
**Blood (heart)**	Creatinine, BUN, Cytokine profile.
**Kidney**	Immunofluorescent microscopy (CD3, CD4, and CD8), and Brightfield microscopy (TNF-alpha and H&E).<br>Single cell analysis.

Abbreviations: BUN, Blood urea nitrogen; CD, Cluster of differentiation; TNF, Tumor necrosis factor; H&E, Hematoxylin and Eosin.

Supplementary Table S6. Immunofluorescence Antibody Panels

Panel #1	Panel #2
Rabbit CD4 (Abcam, cat# ab183685)	Rabbit CD8 (Abcam, cat# ab209775)
Rat CD3 (Abcam, cat# AB11089)	Rat CD3 (Abcam, cat# AB11089)
Chicken NBCE1A (Aves Labs, generated by Dr. Romero lab)	Chicken NBCE1A (Aves Labs, generated by Dr. Romero lab)
Primary and secondary antibodies were diluted in Background Reducing Diluent (Dako) and incubated for 1 hour.<br>Rabbit CD4 was diluted 1:1000, rabbit CD8 1:200, and both rat CD3 and NBCE1A 1:250.<br>Secondary antibodies (donkey anti-rabbit Cy3 (Jackson ImmunoResearch, cat# 711-165-152), anti-chicken Alexa Fluor 488 (Jackson ImmunoResearch, cat# 703-545-155), and anti-rat Alexa Fluor 647 647 (Jackson ImmunoResearch, cat# 712-605-150)) were used at 1:250 dilution.	

Supplementary Fig S1. Kidney Function Parameters Across Treatment Groups and Nephritis Status

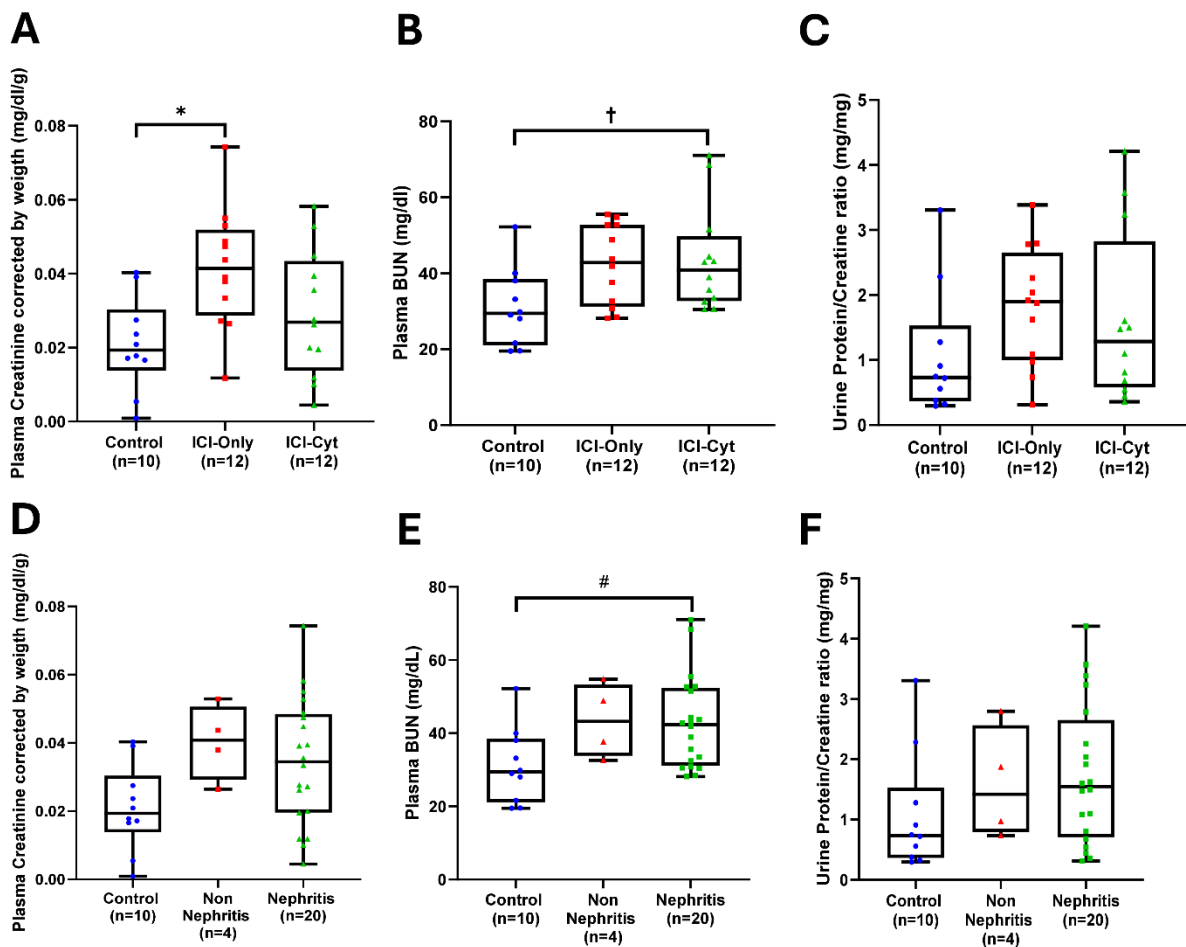

(A) Plasma creatinine corrected by body weight, (B) plasma blood urea nitrogen (BUN), and (C) urine protein-to-creatinine ratio (UPCR) across treatment groups. (D-F) Same analytes stratified by nephritis status.

* $p < 0.05$ for group ICI-Only vs Control in post-hoc test adjusted for multiple comparisons.

† $p < 0.05$ for group ICI-Cyt vs Control in post-hoc test adjusted for multiple comparisons.

$p < 0.05$ for group Nephritis vs Control in post-hoc test adjusted for multiple comparisons.

Supplementary Fig S2. CD4+ and CD8+ Glomerular T Cell Number by Treatment

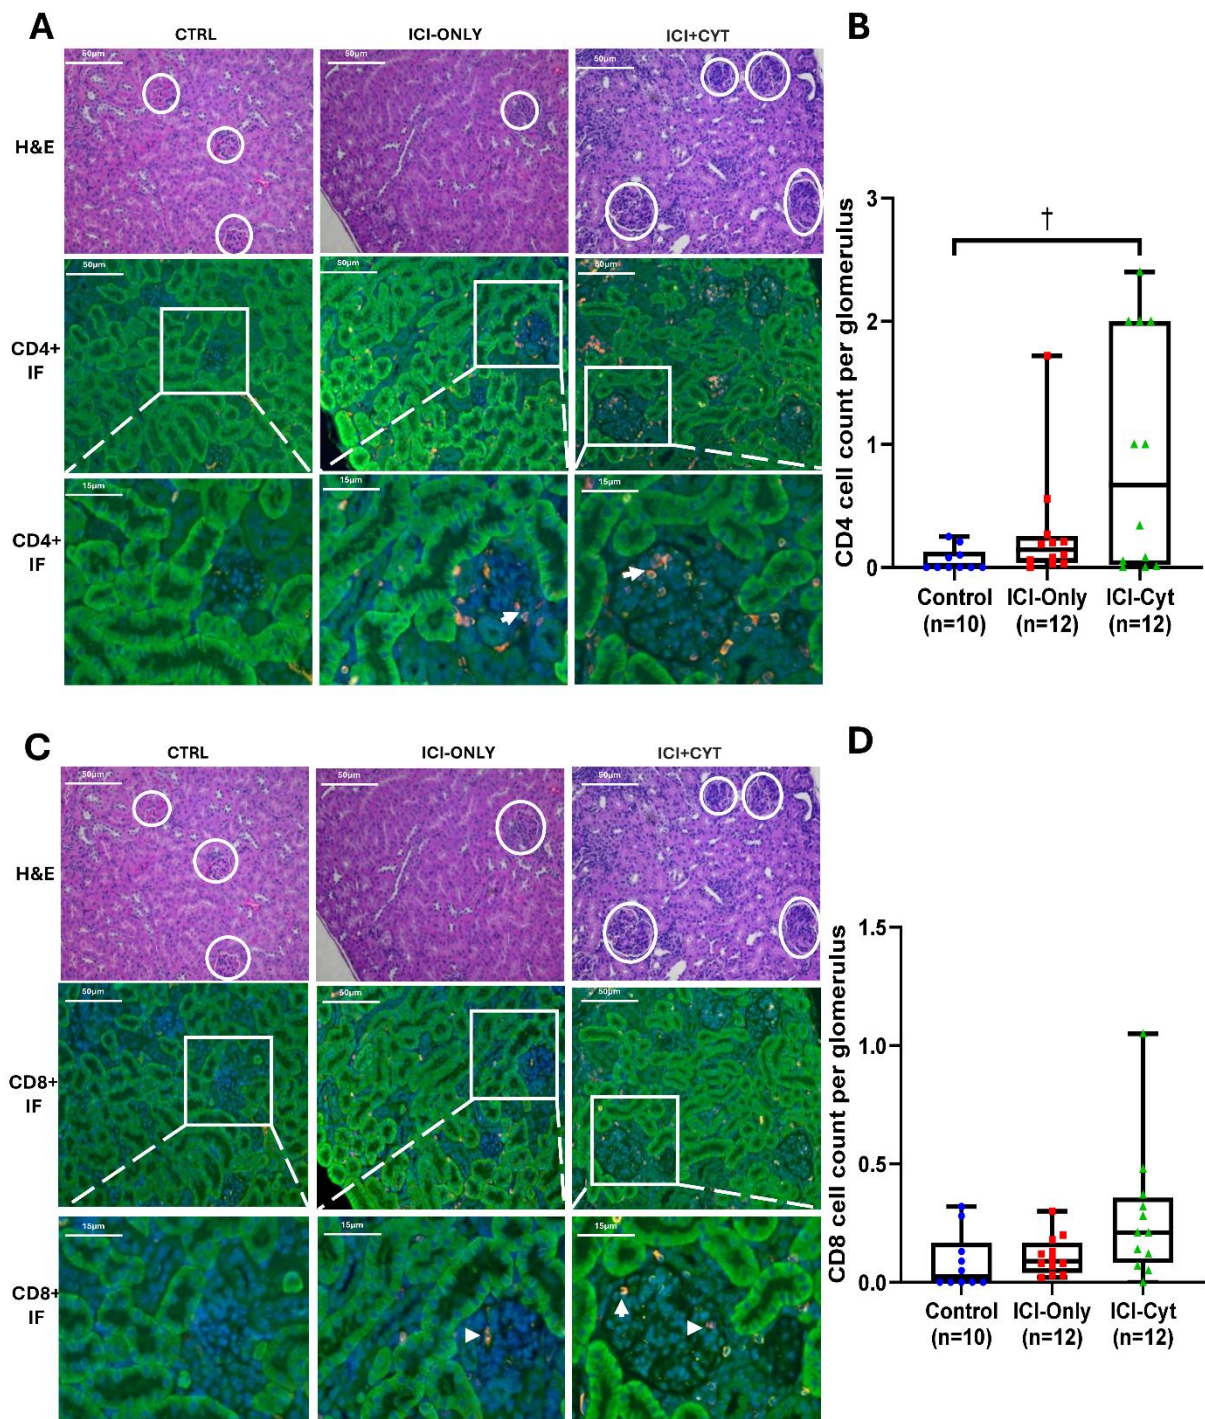

(A) Representative images of hematoxylin and eosin (H&E) staining (top row) and CD4+ immunofluorescence (IF) staining (middle and bottom rows). White circles highlight glomeruli in H&E and white rectangles plus arrowheads in IF. **(B)** Quantification of CD4+ per glomerulus across groups. **(C)** Representative images of H&E staining (top row) and CD8+ IF staining (middle and bottom rows). White circles highlight glomeruli in H&E and white rectangles plus arrowheads in IF. **(D)** Quantification of CD8+ per glomerulus across groups.

† $p < 0.05$ for group ICI-Cyt vs Control in post-hoc test adjusted for multiple comparisons.

Supplementary Fig S3. CD4+ and CD8+ Glomerular and Tubular T Cell Number by Nephritis Status

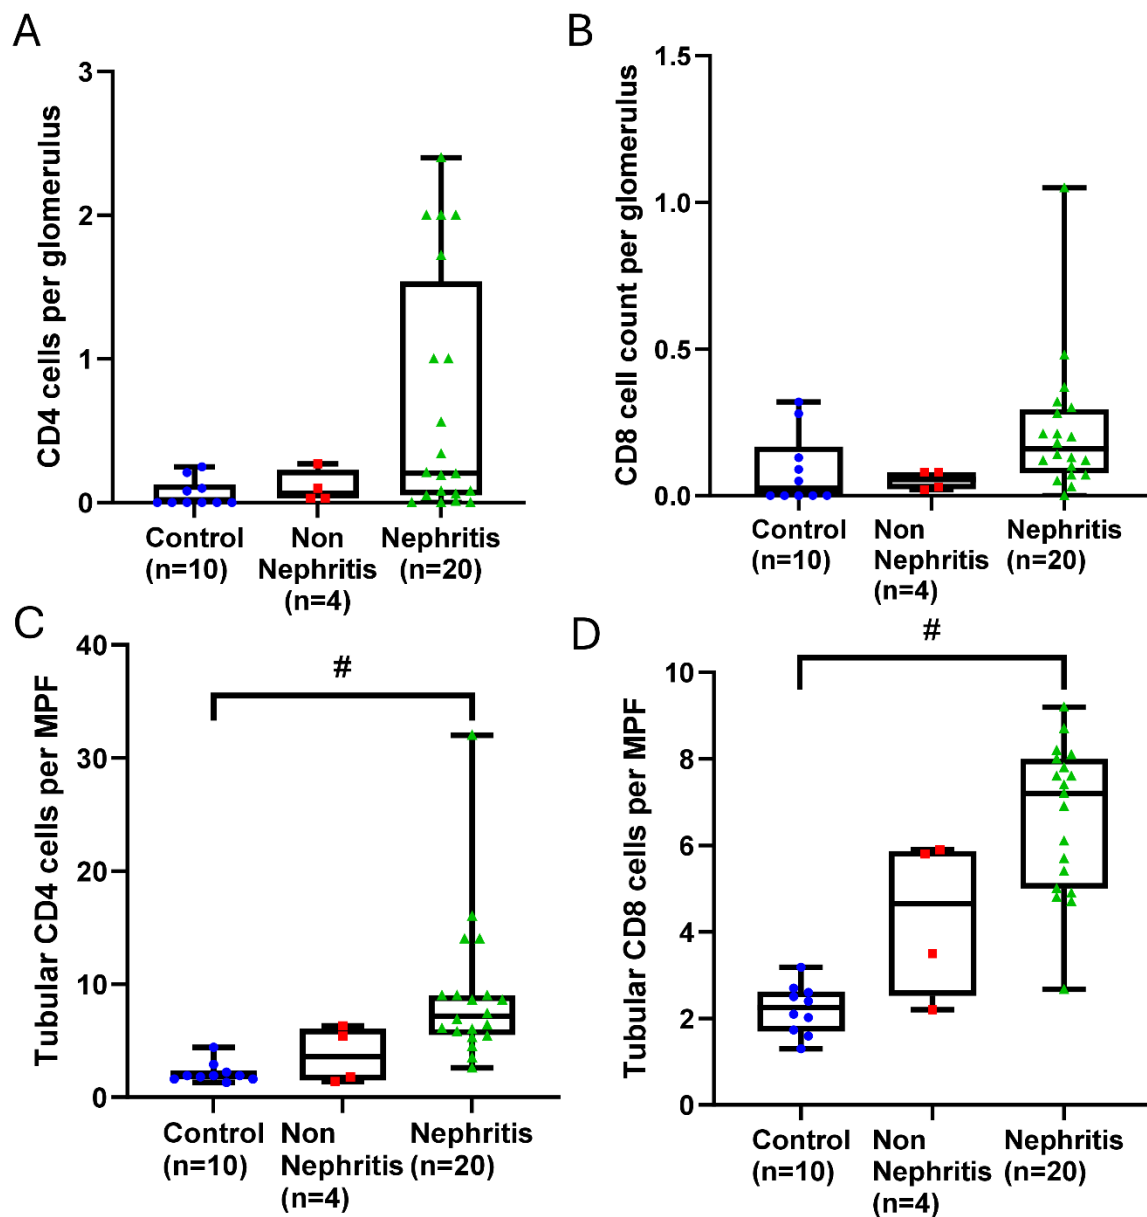

(A) CD4+ cell per glomerulus, **(B)** CD8+ cells per glomerulus, **(C)** tubular CD4+ cells per medium power field (MPF), and **(D)** tubular CD8+ cells per MPF across nephritis status group.

$p < 0.05$ for group Nephritis (median: 9 CD4+ cells, 7.2 CD8+ cells) vs Control group (median: 2.21 CD4 cells, 2.25 CD8+ cells) in post-hoc test adjusted for multiple comparisons.

Supplementary Fig. S4. Cytokine Concentration Profile in Kidney Tissue

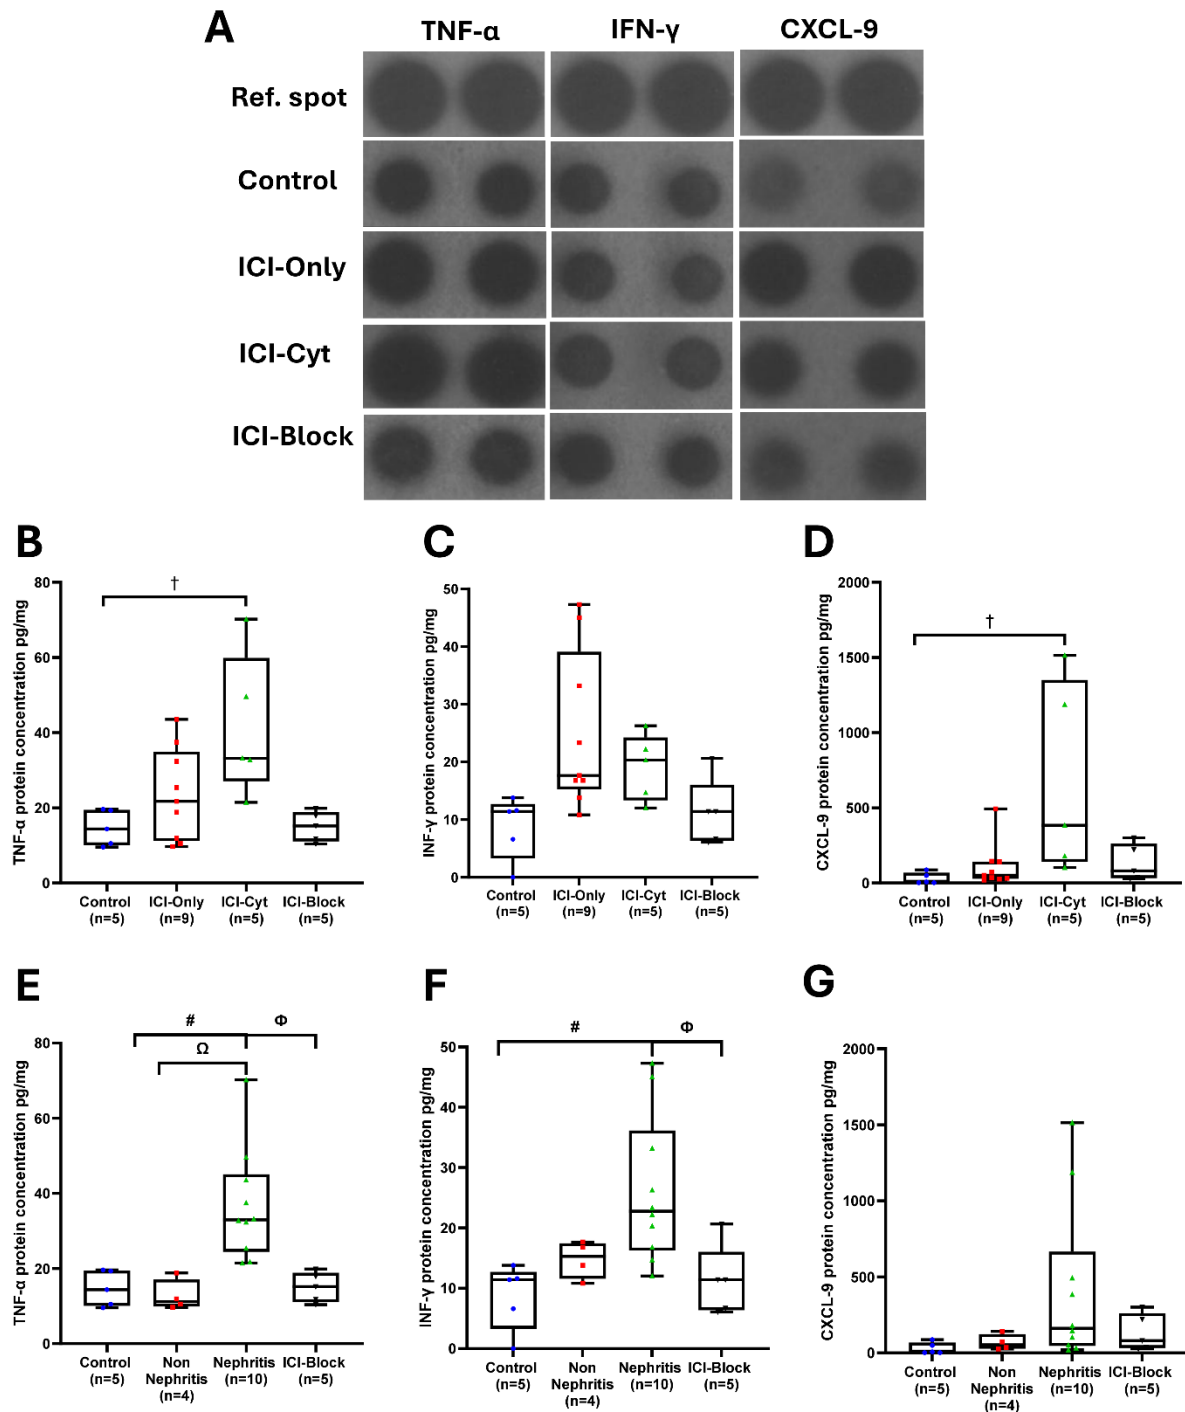

(A) TNF- α , IFN- γ , and CXCL-9 immunoblots from cytokine array by treatment group **(B-D)** TNF- α , IFN- γ , and CXCL-9 concentration by treatment groups. **(E-G)** TNF- α , IFN- γ , and CXCL-9 concentration by nephritis status groups.

† $p < 0.05$ for group ICI-Cyt vs Control in post-hoc test adjusted for multiple comparisons.

$p < 0.05$ for group Nephritis vs Control in post-hoc test adjusted for multiple comparisons.

Φ $p < 0.05$ for group Nephritis vs ICI-Block in post-hoc test adjusted for multiple comparisons.

Ω $p < 0.05$ for group Nephritis vs Non-Nephritis in post-hoc test adjusted for multiple comparisons.

Supplementary Fig. S5. Kidney Function Parameters Across Treatment Groups and Nephritis Status Including TNF- α Blockade Group

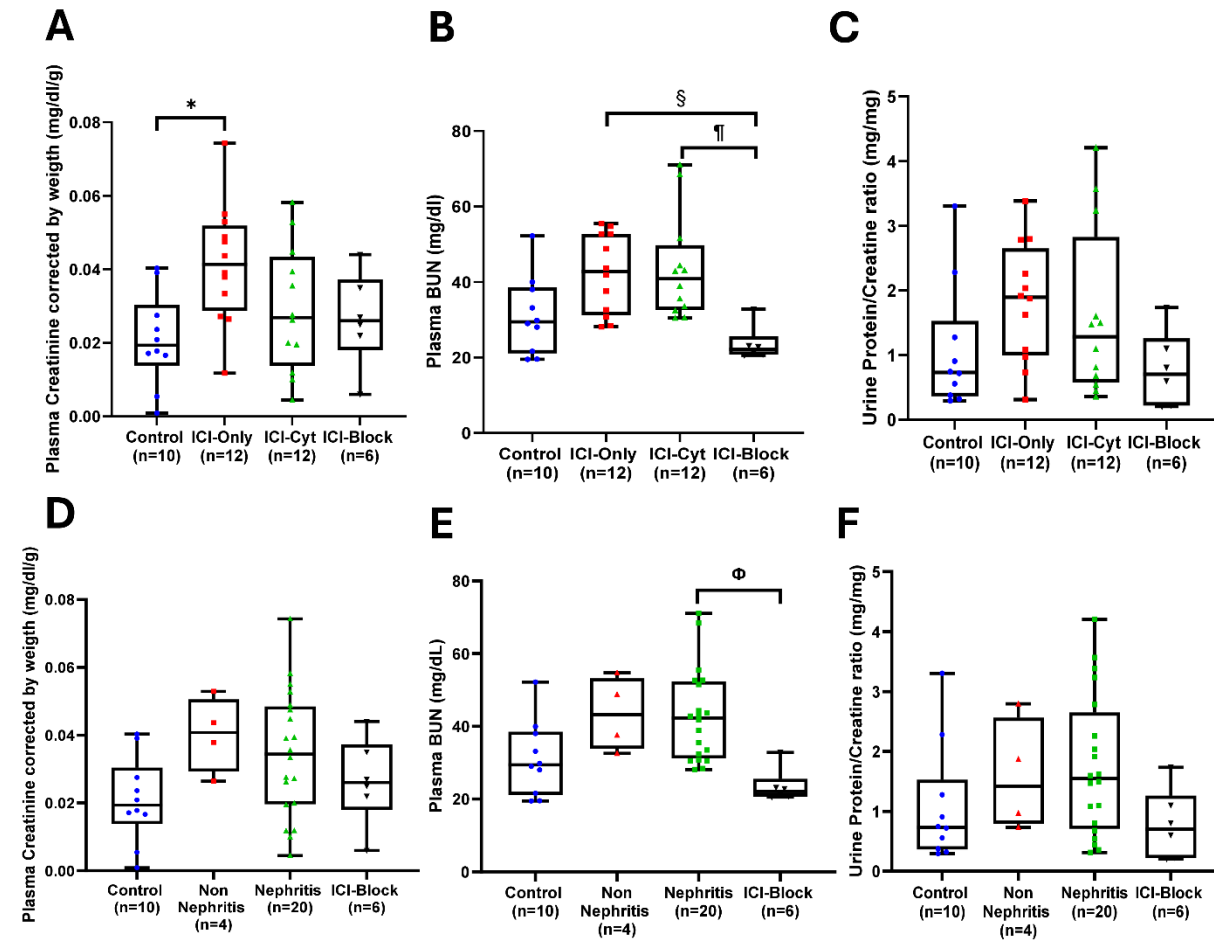

(A) Plasma creatinine corrected by body weight, (B) blood urea nitrogen (BUN), and (C) urine protein-to-creatinine ratio (UPCR) across treatment groups. (D-F) Same analytes stratified by nephritis status.

Treatment groups:

* $p < 0.05$ for group ICI-Only vs Control in post-hoc test adjusted for multiple comparisons.

¶ $p < 0.05$ for group ICI-Only vs ICI-Block in post-hoc test adjusted for multiple comparisons.

§ $p < 0.05$ for group ICI-Cyt vs ICI-Block in post-hoc test adjusted for multiple comparisons.

Nephritis groups:

Φ $p < 0.05$ for group Nephritis vs ICI-Block in post-hoc test adjusted for multiple comparisons.

Supplementary Fig. S6. Treatment-Dependent Changes in Kidney Cell Clusters Revealed by Single-Cell Transcriptomics

A

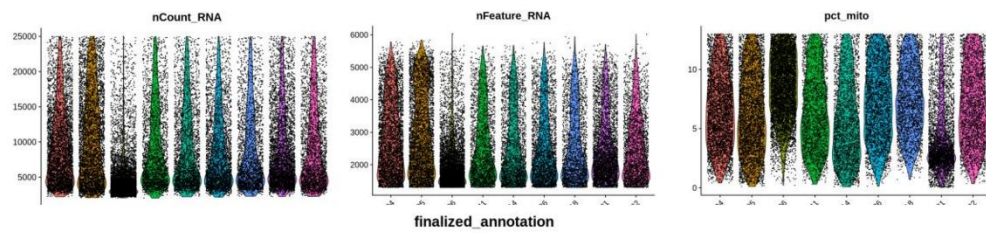

B

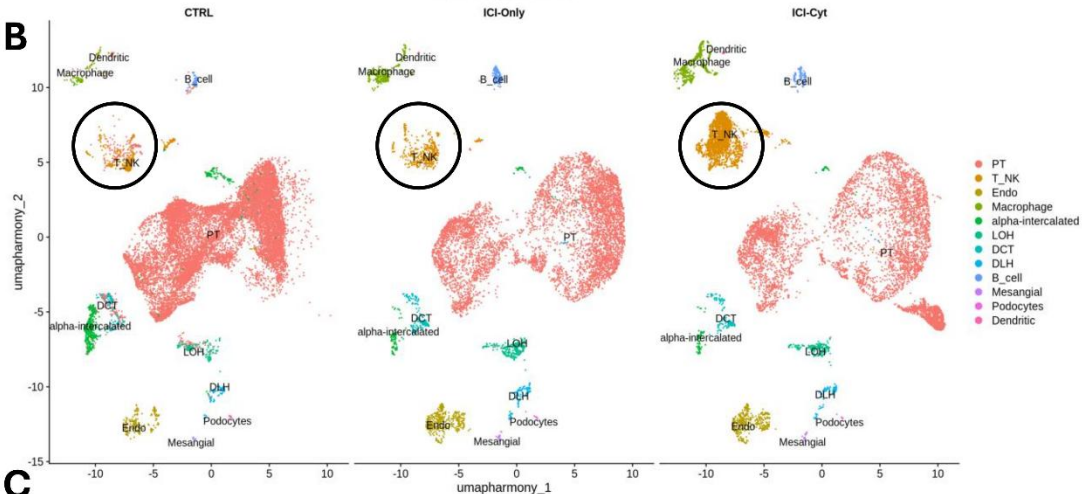

C

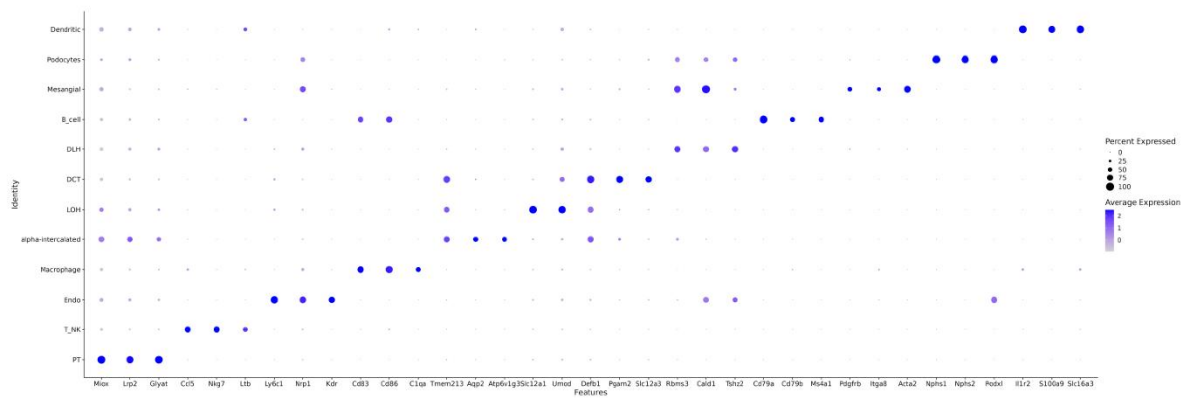

(A) Quality Control from samples **(B)** UMAP for different cell types. **(C)** Dot plot showing genes used to determine clusters.

Supplementary Fig. S7. Biological Analysis of Gene Expression for Downregulated Genes

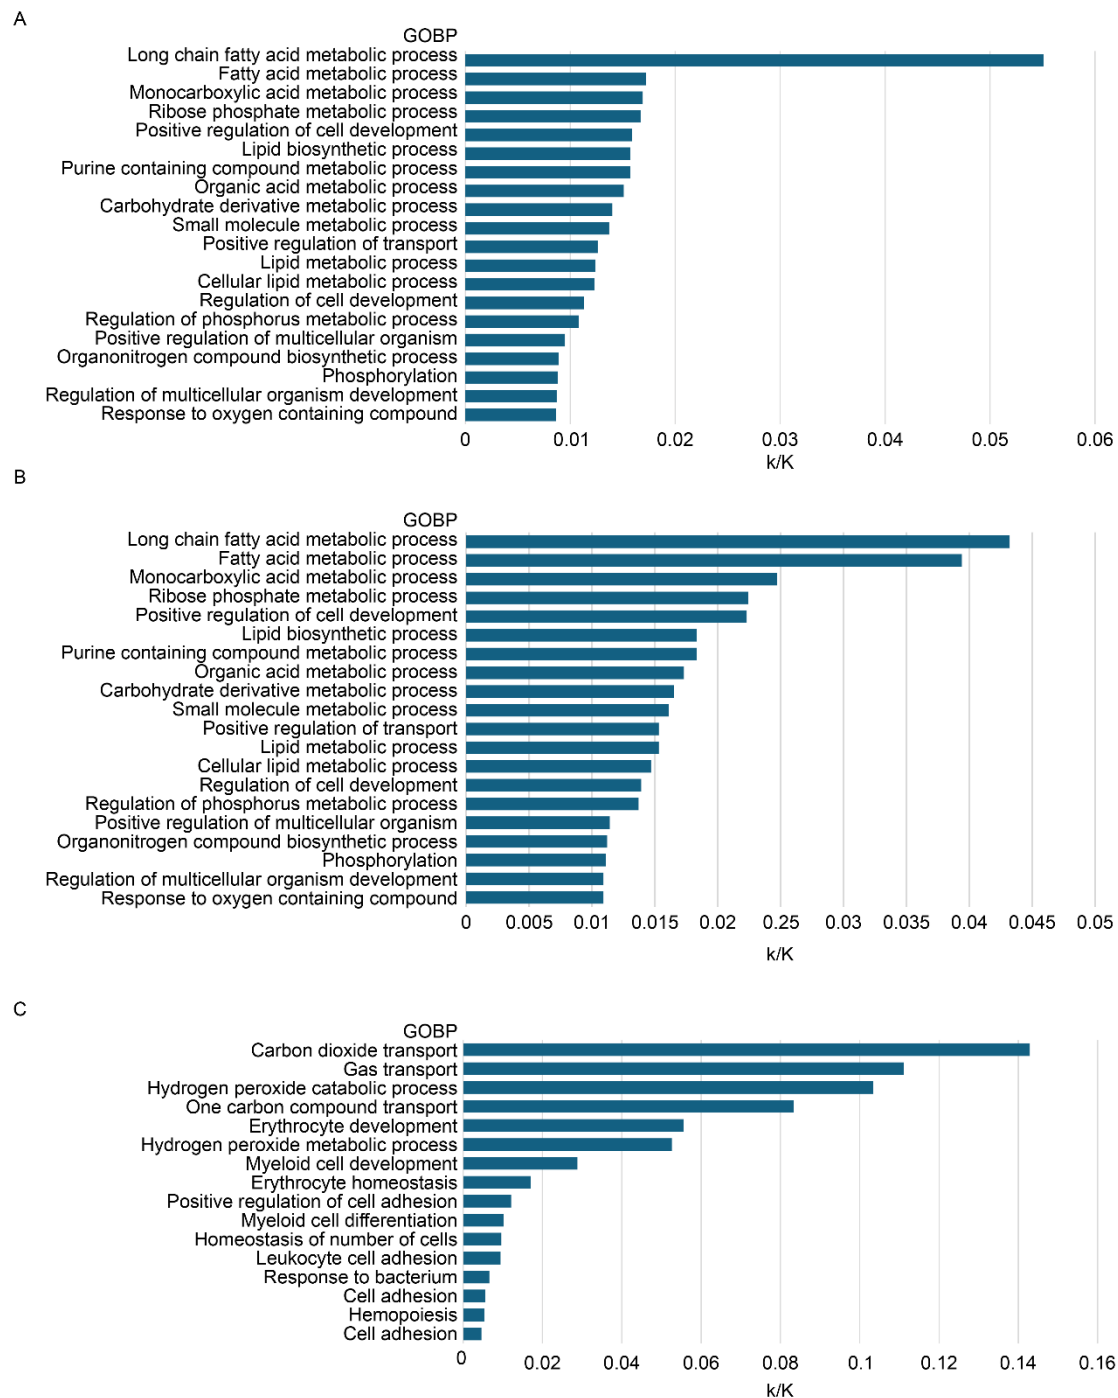

(A-B) Downregulated genes biological process analysis from gene set enrichment analysis (GSEA) for ICI-Cyt against Control CD4⁺ T cells and CD8⁺ effector cells, respectively. **(C)** Downregulated genes biological process analysis from GSEA for ICI-Cyt against ICI-Only CD4⁺ T cells.

References

1. Lee HW, Harris AN, Romero MF, et al. NBCe1-A is required for the renal ammonia and K⁺ response to hypokalemia. *Am J Physiol Renal Physiol*. 2020;318(2):F402-F421. doi:10.1152/ajprenal.00481.2019
2. International Organization for Standardization (ISO). ISO 10993-6:2016. Biological evaluation of medical devices—Part 6: Tests for local effects after implantation. Published online 2016. <https://standards.iteh.ai/catalog/standards/sist/f011bf3e-641d-4762-b633-521285dd418e/iso-10993-6-2016>
3. Chromium Next GEM Single Cell 3' Gene Expression v3.1 (Dual Index) User Guide - Rev F. Published online 2024. <https://www.10xgenomics.com>
4. Stewart BJ, Ferdinand JR, Young MD, et al. Spatiotemporal immune zonation of the human kidney. *Science*. 2019;365(6460):1461-1466. doi:10.1126/science.aat5031
5. Lake BB, Menon R, Winfree S, et al. An atlas of healthy and injured cell states and niches in the human kidney. *Nature*. 2023;619(7970):585-594. doi:10.1038/s41586-023-05769-3
6. Ianevski A, Giri AK, Aittokallio T. Fully-automated and ultra-fast cell-type identification using specific marker combinations from single-cell transcriptomic data. *Nat Commun*. 2022;13(1):1246. doi:10.1038/s41467-022-28803-w
7. Park J, Shrestha R, Qiu C, et al. Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. *Science*. 2018;360(6390):758-763. doi:10.1126/science.aar2131
8. Balzer MS, Rohacs T, Susztak K. How Many Cell Types Are in the Kidney and What Do They Do? *Annu Rev Physiol*. 2022;84:507-531. doi:10.1146/annurev-physiol-052521-121841

How the deposited data were processed for this re-analysis (not part of the article)

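Single-cell RNA counts of mouse kidney were used for 8 libraries, each from 1 mouse: Control 1 and 2, ICI-Only 1 to 3 and ICI-Cyt 1 to 3. The authors made the raw UMI counts with Cell Ranger 7 on the mouse reference mm10 and deposited them as filtered tables of 32285 genes by barcode; no normalization had been applied. Control 3 and any data other than single-cell RNA are not analysed here. Conditions were taken from the sample labels alone. The mice of the study were 8 to 12 weeks old, and ICI doses were 20 mg/kg pembrolizumab and 25 mg/kg anti-CTLA-4 at intervals of 3 days, with pumps running for 30 days where cytokines were given, as the article and its supplement state.

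Cells were kept with a mitochondrial share under 13%, 1300 to 6500 genes and 500 to 25000 UMIs. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and libraries were aligned by an implementation of Harmony written for this work in numpy 2.4.6. Leiden clustering on 20 neighbours (leidenalg 0.10.2, scanpy 1.11.5) was run at resolution 0.4 on all cells and at 0.3 on T and NK cells. Clusters were named by fixed marker genes. The naming rule was revised 2 times before any share or expression test, after the leading genes, names and cell counts per library of the clusters had been seen. Clusters below the rule's threshold, set at that point, were left unnamed and kept in the total of T and NK cells. Scrublet marked 35 of 27210 cells as doublets, too few to have worked, so no doublet was removed. The clustering was tested on simulated data, where the cell types were found again with an adjusted Rand index of 1 with alignment and 0.333 without. The simulated types were spread evenly over the libraries, unlike the T and NK cells here, so this does not vouch for the T and NK subsets.

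UMIs were summed per library and cell type wherever a library held at least 10 cells of it. CD4 T cells of Control 1 were too few, so Control has 1 library there and is assumed to vary like the other groups. Summed depth was 39885 to 3728733 UMIs per library in CD4 T cells (11 to 573 cells), 155938 to 4235743 in CD8 T cells (33 to 744 cells), 248719 to 4588535 in macrophages (36 to 403 cells) and 16951258 to 45679936 in PT cells (1614 to 4116 cells). Genes passing edgeR's count filter were tested in 1 model of 3 groups with TMM factors and the quasi-likelihood F test, two-sided (edgeR 4.0.16, limma 3.58.1, R 4.3.3), and p-values were adjusted over all tested genes of a comparison by the Benjamini-Hochberg method; 0.05 was the threshold. Shares were compared by exact permutation of libraries, two-sided, and cell numbers by edgeR (Python 3.11.15, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9). Changed genes put into simulated counts of the same depth were used to measure how many calls can be found; with 200 changed genes, false calls were 0 to 14 per comparison, most in CD8 T cells between ICI-Cyt and ICI-Only.

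Genes named in the text are those the paper names (Bcl2a1a, Bcl2a1b, Bcl2a1d, Icos, Il18r1, Ccr2 and Jaml, examined in CD4 and CD8 T cells in all comparisons), the 8 largest changes up and down among genes with adjusted p under 0.05 whose groups do not overlap, and the 4 members with the smallest p of each gene list reported; predicted genes without a given name were counted and not named. A gene that this rule takes is not reported here, though counts include it. Of 35 gene lists, those printed are ribosomal proteins, oxidative phosphorylation, MHC class I and class II, IFN-γ and type I interferon response, the study's own genes of interest, cytotoxic effector genes, migration and extravasation, T cell activation, T cell cytokines and receptors, haemoglobin, dissociation and early response, and macrophage genes, tested by camera with a preset correlation of 0.01 and with the correlation estimated. The rule, the lists and the tests were fixed before the data were examined; which lists to print was chosen afterwards.

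Libraries of the same number in ICI-Only and ICI-Cyt also share the date tag and the side of the Xist level, so a correlation between them shows no link beyond these. Correlations of treated libraries of the same number, after removing group means, were 0.112, 0.154 and 0.210 in CD8 T cells, 0.147, 0.351 and 0.265 in macrophages and 0.498, 0.519 and 0.760 in PT cells, all over 0.1, so values with the number as a block are given there beside results that they move; the fits reported leave the block out. Counts with the block had been seen before this check. Control libraries are on another date tag and low in Xist, and the check does not cover them, although the block ties Control 1 and 2 to the treated libraries 1 and 2. Alternatives tried were a floor of 500 genes, an upper limit of 2500 UMIs, a mitochondrial limit of 20%, Scrublet, no alignment of libraries, gating by UMIs of marker genes, a resolution higher by 0.5, DESeq2 1.42.0, no count filter, upper-quartile normalization, only the 2 groups compared, the replicate as a block (statmod 1.5.0), the date tag as a term, leaving out genes of free tubule RNA, thinning to equal cell numbers, a fold of at least 2, and leaving out each library. Added after seeing the data were the Xist level as a term and leaving out the highest 5% of Scrublet scores; the estimated correlation, named in the design beside the preset one, was made an alternative then. Gene coordinates came from GENCODE vM21 (GRCm38/mm10), which holds 32158 of the genes.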

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

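All tests here except that of haemoglobin held by few droplets were chosen after the result was seen. So were the 34 measures compared over the 6 treated libraries. By Dixon's test (gap of the outermost library over the range, limit 0.625), 13 of the 34 had a library far from the others. Of these 13, 11 were ICI-Cyt 2. The measures overlap, come from the same libraries and were chosen after ICI-Cyt 2 had been seen to stand apart. These counts can therefore not be set against a chance rate.

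ICI-Cyt 2 held 41.4% T and NK cells (other treated libraries 2.78% to 7.40%) and 5.08% cycling cells among T and NK cells (others 0 to 1.49%). Its PT cells had a mean of 166 CPM over 25 IFN-γ response genes (others 7.00 to 9.86), 26.2 CPM over type I interferon genes (1.28 to 2.37), 227 over MHC class I genes (17.6 to 22.3) and 459 over MHC class II genes (8.48 to 12.4). It gave 263 of the 330 cells of a PT cluster led by Iigp1, Ubd and Gbp6 and 317 of the 338 cells of a PT cluster led by Gsta4 and Hpd. Its macrophages stood at 232 CPM for IFN-γ response (68.2 to 92.0), 631 for MHC class I (366 to 463) and, as the lowest library, 356 for TNF and NF-κB genes (519 to 566). Its CD8 T cells stood at 194 CPM for IFN-γ response (136 to 152) and its CD4 T cells at 762 for MHC class I (577 to 644). Far from the others were also ICI-Only 2 in the share of LOH cells (5.20%, others 0.832% to 2.27%) and ICI-Cyt 3 in TNF and NF-κB genes of PT cells (65.8 CPM, others 51.2 to 55.7).

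For the IFN-γ genes in PT cells of ICI-Cyt 2, free RNA from immune cells as the whole source is argued against for 7 genes, which stood over 2 times higher in PT cells than in T and NK cells and macrophages of that library; a first form of the test, the median ratio over 25 genes (0.633, quartiles 0.321 to 2.46), decided nothing, and the bound was set after the ratios were seen. The date tag it shares with ICI-Only 2 is argued against, since ICI-Only 2 stood at 1.35 times (quartiles 1.05 to 1.67) the mean of the others. Sex is argued against, since the other treated libraries high in Xist stood at 1.23 times (quartiles 1.02 to 1.36) those low in Xist. For its T and NK share, a loss of tubule cells would leave the share of T and NK cells among non-tubule cells as it was. This share was 75.1% in ICI-Cyt 2, 22.1% to 38.3% in the other treated libraries, and 39.8% and 44.2% in Control 1 and 2. Outside ICI-Cyt 2, T and NK cells thus held no larger share of non-tubule cells after treatment than in Control. A first form of the test counted tubule types and was void. A stronger nephritis in this mouse, a handling effect in this library alone and treatment length all remain open and untested.

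CD8 T cells changed in many genes against Control, while the date tags of Control and treated libraries differ. Of 363 CD8 genes measured in PT cells, 88.2% lay on the same side of 0 there (97.8% of the higher and 58.0% of the lower, against 66.9% of all genes). For the higher genes, a date or handling effect on all cells of a library predicts this. A treatment acting on all cells predicts it too, and these cannot be told apart. The lower genes shared a side less often than all genes, which neither of these effects on all cells predicts. For sex, the ICI-Only libraries high in Xist differed from the one low in Xist by −0.0183 times the difference of ICI-Cyt from Control (median of 370 genes, quartiles −0.223 to 0.161). This goes against sex as the cause of most of these genes, but it rests on 1 library low in Xist. With the Xist term 216 genes were called, 192 of them among the 370. The 2 earlier forms of the test (100% and 1.02) were void, because they used libraries that had chosen the genes. Free tubule RNA is argued against as a source of the lower genes, since 2.20% of the 91 lower genes (1.79% of the higher) were over 5 times higher in PT cells. Date and handling stay open, and sex is not settled.

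Haemoglobin RNA, which the paper does not discuss, was at 62.1 and 75.1 CPM in Control CD8 T cells and at 315 (ICI-Cyt 2) to 10250 CPM (ICI-Only 2) in the treated libraries; PT cells held 44.1 and 53.0 CPM in Control and 326 to 2031 CPM in treated libraries. It was found in 5.45% and 16.7% of Control CD8 T cells and in 39.1% to 100% of those of treated libraries, so it was not limited to few cells. Free RNA from red cells would load CD4 and CD8 T cells alike; the ratio of CD8 to CD4 T cells had a median of 2.32 (quartiles 1.20 to 12.2 over 6 libraries), which decides nothing, though the PT values go with free RNA. The 5% of CD8 T cells with most haemoglobin held 66.3% of it (quartiles 41.4% to 88.6%), so droplets that also hold a red cell could give part of it and this remains open.

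In PT cells edgeR called 10 genes between ICI-Cyt and Control, outside the genes the paper discusses.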

How the results depend on the processing

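The Xist term, the highest 5% of Scrublet scores and the 4 named classes as the total were chosen after seeing the data, and the estimated correlation, named in the design, was made an alternative then; the others were planned. Few changes can be found in CD4 T cells against Control, with 1 Control library and the lowest depth: in simulated counts 1% of changes of 2 times were found between ICI-Cyt and Control, against 34% in CD8 T cells. With the date tag as a term, ICI-Cyt against ICI-Only stayed at 0 genes in CD4 T, CD8 T, PT cells and macrophages by edgeR. The cause of the shifts given here was not tested, except that a fold of at least 2 can only call fewer genes. An upper limit of 2500 UMIs left a mean of 11.6 cells per library, too few to test, against 5549 with 500 genes. Over 131 pairs of a named gene and a comparison, 2849 values under other settings gave 2291 with the same direction and side of the threshold, 515 weaker, 16 stronger and 27 reversed.

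Genes called in CD4 T cells, ICI-Cyt against Control, were 0 with the UMI gate, the mitochondrial limit of 20%, the Xist term or the 2 groups alone, 26 in DESeq2, 24 without a filter and 12 with the replicate as a block; leaving out libraries gave 0 to 5. ICI-Only against Control gave 16 without a filter, 6 with the block, 23 with the 2 groups alone and 0 to 2 without a library; ICI-Cyt against ICI-Only gave 10 without a filter and 0 to 0 without a library. Same-number correlations in CD4 T cells were −0.005, 0.054 and 0.112, so the number is not taken as a pair there; ICI-Cyt 2 correlated best with ICI-Only 1 (0.130). In CD8 T cells ICI-Cyt against Control gave 163 with a fold of at least 2, 203 thinned, 216 with the Xist term, 441 with the block and 75 to 372 without a library; ICI-Only against Control 87, 110, 135, 285 and 47 to 254; ICI-Cyt against ICI-Only 1 thinned, 1 in DESeq2, 27 without a filter and 0 to 1.

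In PT cells ICI-Cyt against Control gave 88 with 500 genes, 50 with the mitochondrial limit of 20%, 26 with Scrublet, 21 without the highest 5% of scores, 53 thinned, 1210 in DESeq2, 92 without a filter, 32 with upper-quartile normalization, 4046 with the block, 2710 with the Xist term, 0 with the 2 groups alone and 0 to 115 without a library. ICI-Only against Control gave 14 with 500 genes, 704 in DESeq2, 35 without a filter, 3417 with the block, 1342 with the Xist term, 0 with the 2 groups alone and 0 to 15 without a library; ICI-Cyt against ICI-Only stayed at 0 to 0 without a library. In macrophages DESeq2, no filter and the block gave 199, 626 and 28 for ICI-Cyt against Control (0 to 211 without a library) and 116, 166 and 9 for ICI-Only against Control (0 to 2); ICI-Cyt against ICI-Only gave 1 in DESeq2, 159 without a filter and 0 to 0 without a library.

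The CD4 share difference was 1.40 points with 500 genes (exact permutation p = 0.357), 1.95 without the highest 5% of scores (exact p = 0.607), 6.20 without alignment (exact p = 0.357) and 7.77 with the UMI gate (exact p = 0.0714), and 14.4 to 17.1 without a library. The Treg difference was 12.5 points with 500 genes, 3.13 with Scrublet and 2.05 without the highest 5% of scores (exact permutation p = 0.0357 each, and 2.04 to 2.80 points without a library). With 500 genes the cluster named Treg held 752 cells and CD4 T 117 (115 and 577 with 180 as used). That difference is therefore not a rise of Treg cells alone, and the lower CD4 difference is its other side. The CD8 difference was −5.95 points with the mitochondrial limit of 20%, −7.74 with Scrublet and −9.35 with the 4 named classes as the total (exact permutation p = 0.0357 each, and −7.68 to −2.84 points without a library). These p-values are unadjusted. The CD4 and NK differences as used had the same exact permutation p and did not pass after adjustment. Without a library the NK difference was −11.0 to −9.51 and that of T and NK cells 2.98 to 10.7. Calls by edgeR on cell numbers, counted over all cell types, T and NK subsets and comparisons together, were 12 as used. They were 5 without the highest 5% of scores, 0 without alignment and 0 to 17 without a library. Lists called by camera were, in CD4 T cells against Control, 9 as used, 0 with an estimated correlation, 5 with Scrublet, 4 thinned and 7 to 11 without a library; in CD8 T cells 10 as used, 1 with an estimated correlation, 18 with the UMI gate, 16 without a filter and 8 to 15; in CD4 T cells against ICI-Only 4 as used, 0, 11 with the UMI gate, 2 thinned, 7 with the block and 1 to 12.

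Directions (log2 fold change) turned in genes that did not pass in either setting. In CD4 T cells against Control, Il18r1 of ICI-Cyt was −0.52 thinned, −0.32 with the Xist term and −0.34 (without ICI-Cyt 2) to 0.24 (without ICI-Cyt 3) without a library; for ICI-Only, Icos was −0.31 (20% mitochondrial), −0.36 (Scrublet) and −0.0553 (thinned), Il18r1 0.00667 (higher resolution), 0.0497 (UMI gate) and 0.0792 (block), and Ccr2 −0.42 (UMI gate) and −0.34 (Scrublet). Between ICI-Cyt and ICI-Only, Il18r1 in CD4 T cells was −0.46 thinned and −0.0664 (without ICI-Cyt 2) to 0.53 (without ICI-Only 1) without a library. In CD8 T cells of ICI-Cyt against Control, Icos was −0.34 thinned, −0.28 with the Xist term, −0.01 without Control 2 and −0.40 (without ICI-Cyt 2) to 0.35 (without ICI-Cyt 1) without a library, and Il18r1 −0.02 without ICI-Cyt 3 and −0.20 (without Control 2) to 0.41 (without Control 1); for ICI-Only, Il18r1 was 0.14 with 500 genes and 0.29 without the highest 5% of scores. Between ICI-Cyt and ICI-Only in CD8 T cells, Bcl2a1b was −0.26 thinned, −0.00389 without ICI-Only 2 and −0.0450 (without ICI-Cyt 2) to 0.23 (without ICI-Cyt 1), Icos −0.14 thinned, and Ccr2 −0.01 without ICI-Only 1 and −0.40 (without ICI-Cyt 2) to 0.60 (without ICI-Only 2).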

Differences from the paper's values

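The shares of T and NK cells in Fig. 4C, read by eye, are set beside those found here; the total here keeps unnamed, PT, LOH and cycling clusters, so the denominators differ: the 4 named classes make up 98%, 96% and 98% in the values read for Control, ICI-Only and ICI-Cyt mice, and 71.3%, 72.8% and 75.0% here. A total of the 4 named classes alone was therefore added after the data had been seen. A value is called different where it lies over 1 SD over libraries and over 1.5 times from the value read, a limit chosen for this work. CD4 T cells in Control are 7.90% here and about 21% in the paper's Fig. 4C; none of the alternatives set before the data were examined reaches it (500 genes 0.915%, mitochondrial limit 20% 7.09%, Scrublet 9.20%, no alignment 0.505%, UMI gate 10.8%, higher resolution 8.30%), nor does the 4-class total (11.1%). CD4 T cells in ICI-Only mice are 21.7% here and about 33% in the paper's Fig. 4C; the 4-class total (29.6%), the mitochondrial limit of 20% (24.4%) and Scrublet (24.5%) bring the value within that limit, and the other alternatives do not. CD4 T cells in ICI-Cyt mice are 25.6% here and about 41% in the paper's Fig. 4C, and only the 4-class total (33.9%) comes within the limit. Treg cells in ICI-Only mice are 2.89% here and about 5% in the paper's Fig. 4C; the 4-class total (3.93%, SD 2.63) comes within the limit, and the mitochondrial limit of 20% (3.30%, SD 1.77) comes within the limit only by its wider SD, since Scrublet gives nearly the same (3.29%, SD 1.49) and stays outside, as the others do. NK cells in ICI-Only mice are 7.24% here and about 13% in the paper's Fig. 4C, and only the 4-class total (10.2%, SD 4.61) comes within the limit. CD4 T and Treg cells were higher and CD8 T and NK cells lower in treated mice in the paper and here, although none of these differences passed the exact permutation test here after adjustment over the cell types.

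The paper names Bcl2a1, Icos and Il18r1 as genes of CD4 T cells higher in ICI-Cyt than in Control mice. Here none of Bcl2a1b, Bcl2a1d, Icos and Il18r1 passed in CD4 T cells, where their log2 fold changes were 0.97, 0.83, 0.64 and 0.14, and no setting called them. The paper reports a gene set of T cell cytokine production between CD4 T cells of ICI-Cyt and ICI-Only mice, with Il18r1. That set was not tested here. No cytokine or receptor gene of the hand-made list passed where it could be tested, and Il18r1 stood at 0.37. For CD8 T cells the paper names Ccr2 and Jaml; Ccr2 was higher here (2.58) and Jaml was too low to test. The tests here took mice as replicates; the unit of the paper's gene tests is not given in the sources used here. The paper describes stronger changes in cytokine-exposed mice; here the direct comparison in CD8 T cells called 0 genes in edgeR (84 higher and 87 lower at an unadjusted p under 0.05) and 1 in DESeq2.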

Other observations

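The counts over other splits of the mice were chosen as a test after the results were seen; the comparison of macrophages with Control was added to the planned one with ICI-Only.

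PT cells of ICI-Cyt mice had higher Npl (log2 fold change 1.93), Fcrla (1.75) and Cox7a1 (1.60) than Control, and lower Scd2 (−2.72), Wnt5b (−2.19), Klhl11 (−1.69), P4ha1 (−1.59) and Tmx4 (−1.16). Scd2 makes unsaturated fatty acids and P4ha1 modifies collagen. These calls, by edgeR, end without Control 1, Control 2 or ICI-Cyt 1 and with the 2 groups alone, and with the replicate as a block 4046 genes passed. Most end without other libraries too. With each of 8 libraries left out in turn, the call ended 7 times for Tmx4 and 6 times for Fcrla, Cox7a1, Scd2 and Wnt5b. It ended 4 times for P4ha1 and 3 times for Npl and Klhl11. Of 13 macrophage genes 10 were higher in PT cells over the list alone (camera adjusted p = 1.76e-11, or 0.505 with an estimated correlation). Macrophages, in which these genes are abundant, took a larger share of cells in ICI-Cyt than in Control libraries. Free macrophage RNA, or droplets that also hold a macrophage, were not tested as a source of these 10. Of 25 IFN-γ response genes 13 were higher in PT cells over the list alone (camera adjusted p = 8.49e-07, or 0.622 with an estimated correlation), and ICI-Cyt 2 stood far above the others in that list. In PT cells of ICI-Cyt 2, Iigp1, a GTPase induced by IFN-γ, was 168 times as high as in the mean of the other libraries, Psmb8 123 times and Gbp2 81.2 times; these were chosen after their values were seen.

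Macrophages showed 0 genes in edgeR between ICI-Cyt and Control (720 higher and 527 lower at an unadjusted p under 0.05; 199 in DESeq2, 211 without Control 2, 28 with the replicate as a block). Adjusted over the list alone, 79 of 83 ribosomal genes were higher (camera adjusted p = 7.93e-51; adjusted p = 0.308 with an estimated correlation), 55 of 81 genes of oxidative phosphorylation (camera adjusted p = 4.97e-29; adjusted p = 0.157 with an estimated correlation), 8 of 19 MHC class I genes (camera adjusted p = 5.72e-08; adjusted p = 0.466 with an estimated correlation; ICI-Cyt 2 stood at 631 CPM, the other treated libraries at 366 to 463), and 7 higher and 1 lower of 13 MHC class II genes (camera adjusted p = 6.43e-04; adjusted p = 0.357 with an estimated correlation).

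Between ICI-Cyt and ICI-Only mice the 6 treated libraries allow 10 splits of 3 against 3, too few for a share under 0.05; since no count is under the real 0, 10 of 10 splits reach it in each cell type by construction, which says nothing on chance. The highest other split gave 0 genes in CD4 T cells, 10 in CD8 T cells (ICI-Only 1 and 3 with ICI-Cyt 3, and ICI-Only 1 with ICI-Cyt 1 and 2), 5 in PT cells and 0 in macrophages. Among the splits that part as many pairs as the real one, 4 with it, the highest was 0.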
